# The granulosa cell response to luteinizing hormone is partly mediated by YAP1-dependent induction of amphiregulin

**DOI:** 10.1186/s12964-022-00843-1

**Published:** 2022-05-26

**Authors:** Philippe Godin, Mayra F. Tsoi, Martin Morin, Nicolas Gévry, Derek Boerboom

**Keywords:** Yap1, Hippo pathway, Amphiregulin, Luteinizing hormone, Granulosa cells, Ovulation

## Abstract

**Background:**

The LH surge is a pivotal event that triggers multiple key ovarian processes including oocyte maturation, cumulus expansion, follicular wall rupture and luteinization of mural granulosa and theca cells. Recently, LH-dependent activation of the Hippo signaling pathway has been shown to be required for the differentiation of granulosa cells into luteal cells. Still, the precise interactions between Hippo and LH signaling in murine granulosa cells remain to be elucidated.

**Methods:**

To detect the expression of effectors of the Hippo pathway, western blot, immunohistochemical and RT-qPCR analyses were performed on granulosa cells treated with LH in vitro or isolated from immature mice treated with eCG and hCG. Cultured granulosa cells were pretreated with pharmacologic inhibitors to identify the signaling pathways involved in Hippo regulation by LH. To study the roles of *Yap1* and *Taz* in the regulation of the LH signaling cascade, RT-qPCR and microarray analyses were done on granulosa cells from *Yap1*^f/f^;*Taz*^f/f^ mice treated with an adenovirus to drive cre expression. RT-qPCR was performed to evaluate YAP1 binding to the *Areg* promoter following chromatin immunoprecipitation of granulosa cells collected from mice prior to or 60 min following hCG treatment.

**Results:**

Granulosa cells showed a transient increase in LATS1, YAP1 and TAZ phosphorylation levels in response to the ovulatory signal. This Hippo activation by LH was mediated by protein kinase A. Furthermore, Yap1 and Taz are required for the induction of several LH target genes such as *Areg*, *Pgr* and *Ptgs2*, and for the activation of the ERK1/2 pathway. Consistent with these results, there was a substantial overlap between genes that are upregulated by LH and those that are downregulated following loss of *Yap1*/*Taz,* highlighting a major role for Hippo in mediating LH actions in the ovulation process. Finally, we showed that there is a marked recruitment of YAP1 to the *Areg* promoter of granulosa cells in response to hCG stimulation.

**Conclusions:**

Overall, these results indicate that Hippo collaborates with the cAMP/PKA and ERK1/2 pathways to participate in the precise regulation of the LH cascade, and that *Areg*, as a direct transcriptional target of YAP1, is involved in mediating its actions in the ovary.

**Video Abstract**

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-022-00843-1.

## Background

In the cycling mammalian female, folliculogenesis culminates with a luteinizing hormone (LH) surge that triggers ovulation. This singular event is a pivotal point for the fate of most ovarian cells, as it leads to resumption of oocyte meiosis, cumulus expansion, follicular wall rupture and luteinization of mural granulosa cells (GCs) and theca cells. Failure in any of these processes can lead to ovulation defects, which prevent fertilization and impair female reproductive success. Binding of LH to its G-protein-coupled receptor (LHCGR) results in an increase in intracellular levels of cAMP, leading to the activation of PKA and CREB. Although they respond to the LH surge, the oocyte and cumulus cells do not express *Lhcgr*. Instead, key components of the epidermal growth factor (EGF) family, notably amphiregulin (*Areg*), epiregulin (*Ereg*) and betacellulin (*Btc*), secreted by mural GCs following PKA-dependent CREB phosphorylation, mediate the paracrine transmission of the LH signal [1, 2]. Subsequent EGF receptor (EGFR) activation leads to sustained activation of the extracellular signal-regulated kinases 1 and 2 (ERK1/2, also known as mitogen-activated protein kinases 3 and 1 [MAPK3/1]) [3], which is essential for LH-induced oocyte maturation, cumulus expansion and luteinization [4–6]. Even though the involvement of the PKA/CREB, EGFR and ERK1/2 pathways in the LH cascade has long been recognized, the precise mechanisms of LH action in GCs remain incompletely understood.

The Hippo pathway is a master regulator of cell proliferation and differentiation in a wide variety of cell types. It is an evolutionarily conserved signaling pathway well-known for its central role in embryo development, organ size determination and carcinogenesis. Activation of the canonical Hippo pathway by various upstream signals ultimately results in the phosphorylation of yes-associated protein 1 (YAP1, at serine residues S127 and S397) and transcriptional coactivator with PDZ-binding motif (TAZ, at S89) by large tumor suppressor kinases 1 and -2 (LATS1/2) [7]. Phosphorylation at these serine residues promotes the cytoplasmic retention and/or ubiquitin-dependent degradation of YAP1/TAZ [8–11], which prevents their binding to transcription factors located in the cell nucleus (notably those of the TEAD and RUNX families [7]), and thereby prevents the transcription of Hippo target genes [12]. Notable YAP1/TAZ transcriptional target genes include members of the CCN family of matricellular proteins (*Ccn1, 2*, *3*, *5*, *6*), members of the baculoviral inhibitors of apoptosis repeat containing (*Birc5, 7)* family and EGF family member *Areg* [7].

Although early research on Hippo signaling was mainly focused on organ and tumor development, its roles in the physiology of normal adult tissues have been gaining increased attention. In the ovary, inactivation of the Hippo pathway has been shown to be required for GC proliferation. Ovarian fragmentation leads to a YAP1-dependent activation of follicular development [13]. In human GC tumor cells and in bovine GCs, loss of *Yap1* and/or *Taz* expression negatively affects proliferation and steroidogenesis [14, 15]. Likewise, conditional inactivation of *Yap1* in GCs at all stages of folliculogenesis in mice resulted in fewer corpora lutea and reduced fertility [16]. Recent reports have also suggested that Hippo is activated in GCs in response to the LH surge. Following the ovulatory signal, YAP1 is phosphorylated and exported from the nucleus of GCs [16–18]. In addition, YAP1 overexpression in GCs has been shown to prevent adequate induction of LH target genes [17] and progesterone production [16]. The Hippo pathway therefore appears to be a negative regulator of follicle growth, but its activation by LH may be required for LH to exert its effects during terminal follicle differentiation.

As *Areg* has been shown to be a direct transcriptional target of Hippo in human epithelial breast [19] and keratinocyte [20] cell lines, in this study, we investigated the interactions between the Hippo pathway and the LH signalling cascade, with emphasis on the potential regulation of *Areg* by Hippo in GCs. Here we show that Hippo activation following the ovulatory signal is a PKA-dependent process. Knockdown of *Yap1* and *Taz* expression in primary cultures of GCs demonstrates their requirement for the induction of a number of genes involved in biological processes related to ovulation. Finally, we report for the first time the direct transcriptional regulation of *Areg* by the Hippo pathway in murine GCs.

## Methods

### Animal models, ovary collection and GC isolation

C57BL/6 J wild-type (WT) mice were purchased from The Jackson Laboratory. Mice bearing floxed alleles for *Yap1* and/or *Taz* (referred to as *Yap1*^f/f^, *Taz*^f/f^ and *Yap1*^f/f^;*Taz*^f/f^) were graciously provided by Eric Olson (University of Texas Southwestern Medical Center). Genotyping analyses were performed on DNA extracted from tail biopsies as previously described [21–23]. Immature (22- to 25-day old) female mice were treated with 5 IU of equine chorionic gonadotropin IP (eCG; Intervet Canada Corp.), followed or not 48 h later by an ovulatory dose of 5 IU of human chorionic gonadotropin IP (hCG; Intervet Canada Corp.). Whole ovaries obtained 48 h after eCG and 4 h after hCG were fixed in 10% formalin for immunohistochemical analyses. Ovaries collected 48 h after eCG and 1, 4, 8 or 12 h after hCG were placed in HBSS, and their follicles were punctured using 26-gauge needles to release GCs. Cells were then centrifuged (2000 g, 10 min) without any additional filtration step, HBSS was removed, and GCs were flash frozen for immunoblotting (n = 4 mice/time point) or real-time PCR (RT-qPCR) (n = 4 mice/time point, done three times), or cross-linked for chromatin immunoprecipitation (ChIP) analyses (n = 4 biological replicates/time point, one replicate represents the GCs of 4 mice), as described below.

### Cell culture

Isolated GCs from eCG-stimulated immature WT mouse ovaries were seeded onto 96-well plates (ThermoFisher Scientific) at a density of 0.5 ovaries per well in MEM 1X (ThermoFisher Scientific) supplemented with 0.25 mM sodium pyruvate (ThermoFisher Scientific), 3 mM L-glutamine (Wisent Inc.), penicillin–streptomycin (Wisent Inc.) and 1% fetal bovine serum (FBS; Wisent Inc.) for 3 h at 37 °C. Cells were serum starved for 2 h before treatment with 50 ng/ml human recombinant LH (National Hormone & Peptide Program) or PBS (control) for 5, 15, 30 or 60 min. Alternatively, cells were pretreated with inhibitors against PKA (H-89; 10 μM for 30 min; Tocris and PKA inhibitor 14–22 amide [PKI]; 50 μM for 30 min; MilliporeSigma), AKT1/2/3 (MK-2206; 10 μM for 60 min; Selleckchem) or MEK1/2 (U0126; 10 μM for 60 min; Selleckchem) prior to treatment with LH for 30 min. Isolated GCs from *Yap1*^f/f^, *Taz*^f/f^ and *Yap1*^f/f^;*Taz*^f/f^ eCG-primed immature mice were seeded onto 96-well plates (0.5 ovaries/well) as described above, but supplemented with 2% FBS for 4 h before infection with either Ad5-CMV-eGFP (Ad-eGFP; eGFP control adenovirus; Vector Biolabs) or Ad5-Cre-eGFP (Ad-Cre; Cre recombinase adenovirus; Vector Biolabs) for 18 or 24 h in 2% FBS using a multiplicity of infection of 50. After infection, cells were serum starved for 2 h prior to treatment with LH for 30 min, 1, 2 or 6 h or with 10 μM forskolin (FSK; Selleckchem) for 2 h. For all of the experiments described above, cells were harvested for subsequent immunoblotting, RT-qPCR or microarray analyses.

### Immunohistochemistry

Immunohistochemical (IHC) analyses were performed on formalin fixed, paraffin-embedded, 3 μm thick ovarian sections. Following deparaffinization, rehydration and sodium citrate heat-mediated antigen retrieval, sections were incubated with Phospho-LATS1(Thr1079) [24] or Phospho-YAP1(S127) [25] antibodies at a 1:500 dilution overnight at 4 °C. Detection was performed using the Vectastain Elite ABC HRP Kit followed by the DAB Peroxidase (HRP) Substrate Kit according to the manufacturer’s instructions (Vector Laboratories). Slides were counterstained with hematoxylin prior to mounting. Negative controls underwent the same steps but were incubated with the diluent alone without the primary antibody.

### Western blot analyses

Proteins were extracted from freshly isolated and cultured GCs by lysis in SDS loading buffer containing 5% β-Mercaptoethanol (BioShop). Samples were resolved on 10% SDS–polyacrylamide gels and transferred onto Immobilon-PSQ PVDF membrane (MilliporeSigma). Membranes were blocked with 5% non-fat dry milk in Tris-buffered saline supplemented with 0.1% Tween 20 (BioShop)(TBST) and sequentially probed with antibodies raised against Phospho-LATS1(Thr1079) [24], LATS1 [26], Phospho-YAP1(S127) [25], Phospho-YAP1(S397) [27], YAP1 [28], Phospho-TAZ(S89) [29], TAZ [30], Phospho-AKT(S473) [31], AKT [32], Phospho-p44/42 MAPK(Erk1/2)(Thr202/Tyr204) [33], p44/42 MAPK(Erk1/2) [34], Phospho-CREB(S133) [35] and/or CREB [36] at a 1:1000 dilution overnight at 4 °C in TBST supplemented with 5% BSA (Bioshop). Membranes were then probed with anti-rabbit IgG HRP Conjugate (Promega) [37] diluted in 5% non-fat powdered milk for 1 h at room temperature. When required, membranes were stripped and blocked with 5% non-fat dry milk in TBST before reprobing. Stripping involved two 5 min incubations of stripping buffer (0.2 M glycine [Bioshop]; 0.1% sodium dodecyl sulfate [SDS—MilliporeSigma]; 1% Tween 20; pH adjusted to 2.5), PBS and TBST. The antibody against β-actin (loading control) [38] was diluted 1:10 000 in 5% non-fat powdered milk and incubated for 30 min at room temperature. Immunosignal was detected with Immobilon Western Chemiluminescent HRP substrate (MilliporeSigma). The images were captured with ChemiDoc MP Imaging System (Bio-Rad) and analyzed with Image Lab Software v.5.0 (Bio-Rad).

### Microarray analyses and bioinformatics

Total RNA extracted from cultured *Yap1*^f/f^/*Taz*^f/f^ GCs infected either with Ad-Cre for 18 h (or Ad-eGFP as a control) or from WT GCs treated with LH for 3 h (or PBS as a control) was submitted for triplicate microarray analyses after quality control assessment. The Affymetrix Mouse Clariom S Assay (ThermoFisher) was used and all steps were performed by the McGill University and Génome Québec Innovation Centre. Data were pre-processed using the Affymetrix Gene Expression Console software (ThermoFisher), and differential analysis of gene expression was done by the R package limma followed by a Student’s t-test. Microarray data have been deposited in the GEO database under accession number GSE184396. Raw data from differentially expressed genes (DEGs) in *Erk1*/*2*-deficient GCs were graciously provided by Joanne S Richards and Heng-Yu Fan (Baylor College of Medicine) [4]. Cut-off thresholds of *P* ≤ 0.05 and |FC|≥ 1.5 were used to identify DEGs. Overlapping DEGs were identified using a Venn diagram online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Oocyte-specific genes were removed from the overlapping DEG lists, as their presence was presumably caused by oocyte contamination of our primary GC cultures. Gene Set Enrichment Analysis of the overlapping DEGs was performed using either Panther [39] (www.pantherdb.org), Metascape [40] (www.metascape.org) or DAVID [41] (www.david.ncifcrf.gov) bioinformatics resources. DNA-motif enrichment in the *Areg* promoter was performed using the peak annotation function of the HOMER software for motif enrichment (v4.11) (www.homer.ucsd.edu/homer/).

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed using isolated GCs from eCG-primed immature WT mice before or after 60 min of hCG stimulation as described above. 10% of each sample was kept in a separate tube for further assessment of sample quality. Remaining GCs were cross-linked with 1.2 ml of 1.1% formaldehyde in PBS at room temperature with agitation. Fifteen minutes later, the cross-linking reaction was stopped by adding 0.125 M glycine for 5 min. Cells were then centrifuged (1500 g, 5 min, 4 °C) and gently resuspended in cold PBS (4 °C) twice before being flash-frozen. Cross-linked GCs were first subjected to a nucleus extraction step based on the NEXSON method described in Arrigoni [42]. Briefly, each sample was resuspended in 500 μl of nucleus isolation solution (10 mM Tris–HCl pH 8; 10 mM NaCl; 0.2% Igepal CA-630 [MilliporeSigma]; protease inhibitors) and then sonicated for 45 s at low intensity using the BioRuptor 300 Sonicator (Diagenode). After centrifugation (1000 g, 5 min, 4 °C), pelleted nuclei were lysed in 100 μl of ChIP SDS lysis buffer for 60 min on ice. Lysed nuclei were sonicated for 9 min at high intensity and the resulting chromatin solution was diluted tenfold in ChIP dilution buffer. ChIP SDS lysis and dilution buffers were prepared according to Siddappa [43]. Chromatin was immunoprecipitated by overnight incubation at 4 °C with 1 μg of YAP1 antibody [44] or no antibody as a background control, followed by incubation 2 h at 4 °C with magnetic DynabeadsTM (ThermoFisher Scientific). Washing of the immunoprecipitate was done as previously described [43]. DNA purification using the Monarch PCR and DNA cleanup kit (New Englands BioLabs) was preceded by reversal of DNA–protein cross-links at 65 °C overnight, and by RNase and proteinase K treatments for 30 min and 2 h, respectively.

### Real-time PCR analyses

Total RNA from GCs was extracted, quantified and reverse transcribed as previously described [23]. PCR reactions consisted of 2.3 µl of water, 6 pmol of each forward and reverse gene specific primer (primer sequences are listed in Table S1 [45]) and 7.5 µl of Advanced qPCR mastermix with Supergreen Lo-ROX (Wisent Inc.) with 4 µl of reverse transcribed cDNA diluted tenfold. Relative mRNA levels were determined using CFX ManagerTM Software 3.0 (Bio-Rad), with the mathematical model according to Pfaffl [46] and using *Rpl19* as the housekeeping gene. Following ChIP, PCR reactions consisted 0.64 µl of water, 3.6 pmol of each forward and reverse primer and 9.64 µl of Advanced qPCR mastermix with 1 µl of purified chromatin. ChIP-qPCR assays were quantified with a standard curve derived from total DNA (input) and expressed as a percentage of input. The thermal cycling program was the same as previously described [23]. Real-time PCR reactions were run using a CFX96 Touch Real-Time PCR Detection System (Bio-Rad).

### Statistical analyses

Statistical analyses were done using GraphPad Prism software version 6.01 (GraphPad Software). Data are presented as means ± SEM. *P* ≤ 0.05 was considered statistically significant. Western blotting data were normalized by the sum of all data points in a replicate as previously described [47] and were subjected to arcsine transformation, as they are expressed as a proportion (0–1) of the whole replicate. Effects of gonadotropins on Hippo pathway effectors and target genes were analyzed by one-way ANOVA. GC cultures using pharmacologic inhibitors or adenoviruses were analyzed by two-way ANOVA. Dunnet’s and Tukey’s multiple comparison tests were used to identify differences with the control or between groups, respectively. Results of the ChIP-qPCR experiment were analyzed by two-way ANOVA followed by Sidak’s post hoc test.

## Results

### Hippo is activated by LH in vivo

To investigate the effect of LH on Hippo signaling, GCs from immature (22- to 25-day old) eCG-primed WT mice were isolated 0, 4, 8 and 12 h following human chorionic gonadotropin (hCG) stimulation. Immunoblotting analyses showed that absolute and relative phosphorylation levels of LATS1 and of YAP1 were significantly increased at 4 h post-hCG (Fig. 1A). Phospho-TAZ levels were increased 12 h after treatment, but total TAZ levels tended to increase as well, resulting in an unchanged relative phosphorylation level (Fig. 1A). LATS2 protein levels were beneath the detection threshold (not shown). Immunohistochemical analyses showed that, prior to hCG stimulation (indicated as hCG 0 h), p-LATS1 and p-YAP1(Ser127) signals were faint and mainly localized to the GCs of growing follicles (Fig. 1B). A 4-h hCG treatment resulted in a readily apparent increase in p-LATS1 and p-YAP1 levels in GCs, mirroring the immunoblotting data. Levels of p-YAP1 were also elevated in the ovarian stroma after hCG stimulation (Fig. 1B). The effect of the ovulatory signal on the mRNA levels of Hippo pathway effectors and target genes was then determined in the GCs from hCG-treated mice. RT-qPCR data showed that hCG induced modest increases in *Lats1*, *Lats2* and *Taz* mRNA levels 12 h post-treatment, whereas *Yap1* transcript levels were not affected (Fig. 1C). Treatment with hCG also affected the expression of several canonical Hippo target genes belonging to families of the CCN ECM-associated proteins, BIRC apoptosis inhibitors and TEAD transcription factors. *Tead3* and *Birc5* mRNA levels decreased transiently 4 h post-hCG, whereas *Tead1* and *Ccn2* expression significantly increased. Interestingly, *Ccn1* expression increased 12 h after treatment. As expected, the expression of *Areg*, a major component of the LH signalling cascade and a known Hippo transcriptional target gene, increased dramatically 4 h after hCG stimulation (Fig. 1C). Taken together, these results demonstrate that the ovulatory signal activates the Hippo pathway as early as 4 h after hCG treatment, but that this activation does not result in a decrease either in YAP1/TAZ protein levels or in the mRNA levels of most YAP1/TAZ transcriptional target genes.

**Fig. 1:**
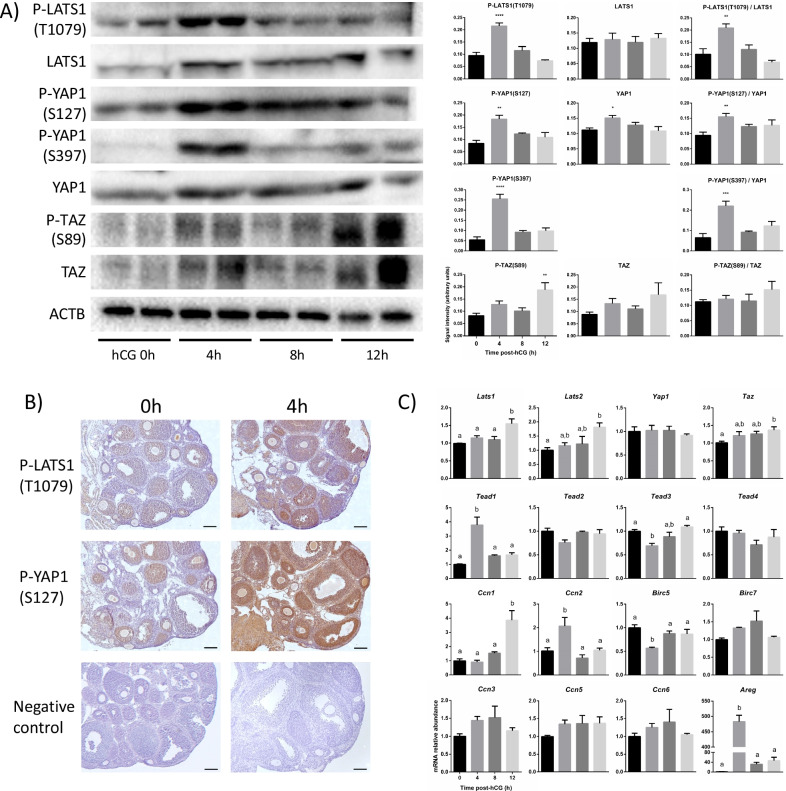
The ovulatory signal activates the Hippo pathway in granulosa cells in vivo. **A** Levels of Hippo pathway effectors in GCs of eCG-primed mice treated with hCG on a time course. Immunoblots show 2 replicates per time point, whereas quantification was done using 4 replicates per time point. Each replicate represents the ovaries of one mouse. β-actin (ACTB) was used as the loading control. Data were normalized by the sum of all data points in a replicate and were subjected to arcsine transformation, as they are expressed as a proportion (0–1) of the whole replicate. Data were compared to 0 h hCG. One-way ANOVA (Dunnet’s post hoc test): *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. **B** Immunohistochemical analyses of P-LATS1(T1079) and P-YAP1(S127) were performed on ovarian sections from immature eCG-primed mice prior to or after 4 h of hCG. Negative controls were incubated without the primary antibody. Scale bars are 100 μm. **C** RT-qPCR analysis of Hippo pathway effectors and target genes was performed on GCs isolated from immature eCG-primed mice treated with hCG on a time course (n = 4 mice/time point, done three times). All data were normalized to the housekeeping gene *Rpl19*. Different letters above histograms indicate significant differences between groups. One-way ANOVA (Tukey’s post hoc test): *P* ≤ 0.05

### In vitro stimulation of murine granulosa cells with LH activates the Hippo pathway

The regulation of Hippo signaling by LH was also investigated in vitro. GCs were isolated from eCG-primed immature mice, placed in culture and treated with human recombinant LH on a time course. As observed in vivo, treatment resulted in the activation of the Hippo pathway. Increased relative levels of p-LATS1(Thr1079), p-YAP1(Ser127 and Ser397) and p-TAZ(Ser89) were observed in response to LH, with peak levels being observed as soon as 30 min after treatment (Fig. 2). LH stimulation had only minimal effects on total protein levels. CREB phosphorylation was used as a positive control to validate the effectiveness of the LH treatment and increased rapidly in response to treatment as expected. These results demonstrate that in vitro treatment of murine GCs with LH induces a rapid activation of the Hippo pathway similar to what is observed in vivo, further supporting our hypothesis that Hippo mediates the LH response.

**Fig. 2:**
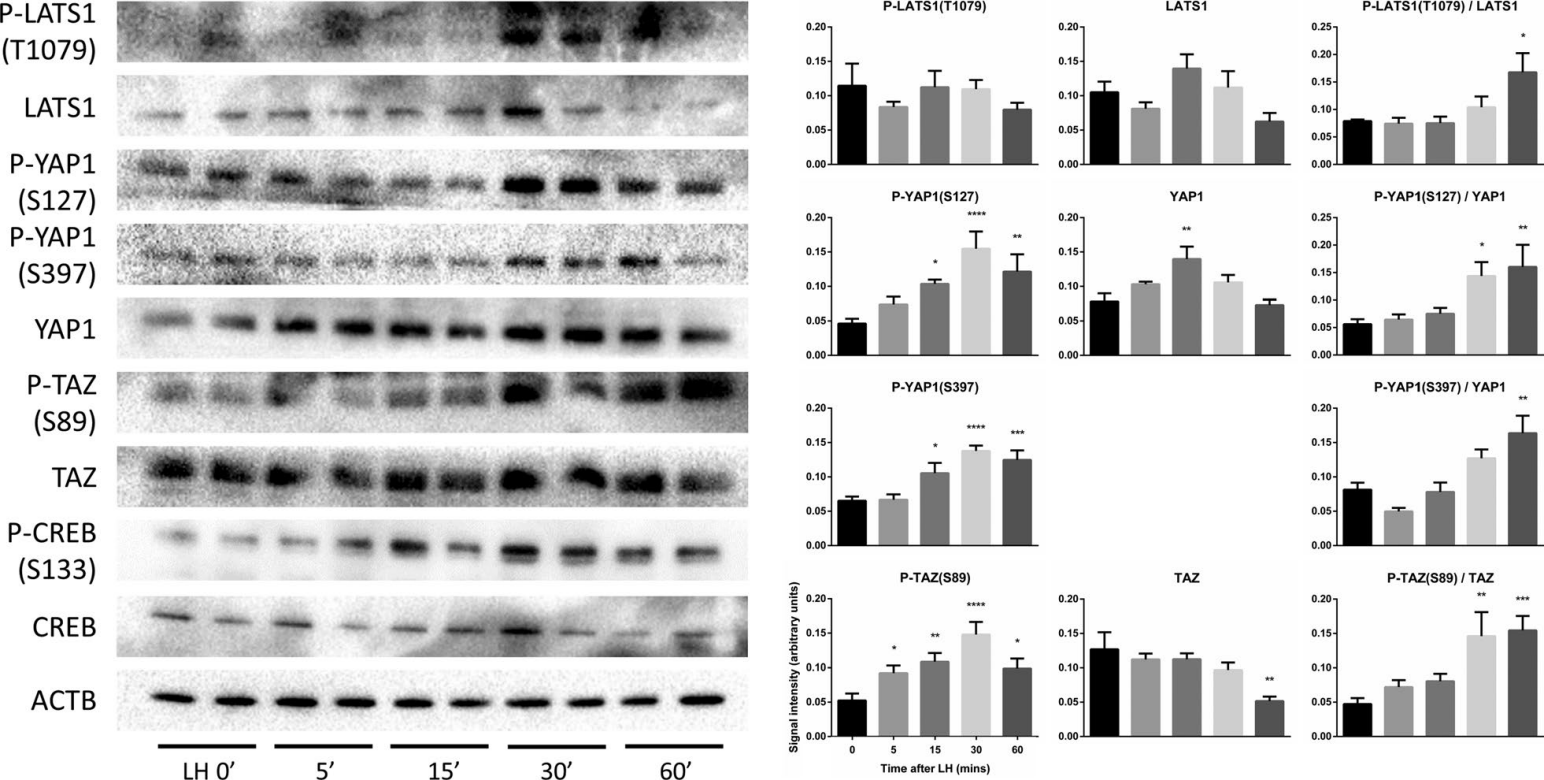
LH activates the Hippo pathway in granulosa cells in vitro. Primary GCs were treated with or without LH on a time course and the expression of the indicated proteins was evaluated by western blotting. Representative immunoblots show 2 replicates per time point, whereas quantification was done using 4 replicates per time point. β-actin (ACTB) was used as the loading control. Data were normalized by the sum of all data points in a replicate and were subjected to arcsine transformation, as they are expressed as a proportion (0–1) of the whole replicate. Data were compared to 0 min LH. One-way ANOVA (Dunnet’s post hoc test): *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001

### PKA mediates the activation of the Hippo pathway by LH

To determine the mechanism whereby LH activates Hippo, the three major signaling pathways activated downstream of the LH receptor were evaluated, namely cAMP/PKA, PI3K/AKT and ERK1/2 pathways. Cultured eCG-primed WT GCs were pretreated (or not) with the PKA inhibitors H-89 and PKI, the AKT1/2/3 inhibitor MK-2206 or the MEK1/2 inhibitor U0126, followed by treatment with LH for 30 min. Treatment with inhibitors had no effect on basal levels of YAP1 phosphorylation (at Ser127 or Ser397; Fig. 3). However, LH-dependent phosphorylation of YAP1 on Ser127 and Ser397 was inhibited by H-89 and PKI (Fig. 3, S1 [48] and S2 [49]). MK-2206 or U0126 alone (Fig. S1 [48]) or combined (Fig. S2 [49]) had no effect on LH-induced YAP1 phosphorylation. Likewise, their concomitant pretreatment with H-89 did not result in a greater effect than H-89 alone (Fig. S2 [49]). All inhibitors were effective, as they were able to inhibit LH-dependent phosphorylation of CREB (H-89, PKI), AKT (MK-2206) and ERK1/2 (U0126) (Fig. 3, S1 [48] and S2 [49]). Together, these results indicate that LH acts via the cAMP/PKA pathway to activate Hippo signaling in murine GCs.

**Fig. 3:**
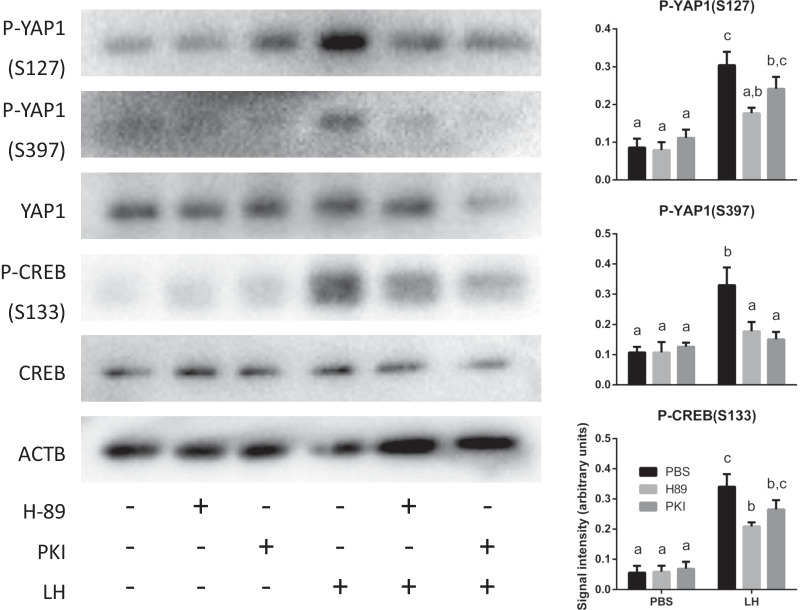
LH acts via PKA to phosphorylate YAP1. Primary cultured GCs were pretreated with or without inhibitors against PKA (H-89 or PKI) followed by treatment with LH or vehicle control for 30 min. Representative immunoblots show 1 replicate per condition, whereas quantification was done using 4 replicates per condition. β-actin (ACTB) was used as the loading control. Data were normalized by the sum of all data points in a replicate and were subjected to arcsine transformation, as they are expressed as a proportion (0–1) of the whole replicate. Different letters above histograms indicate significant differences between treatment conditions. Two-way ANOVA (Tukey’s post hoc test): *P* ≤ 0.05

### *Yap1*/*Taz* knockdown blunts the LH response by preventing ERK1/2 activation

After elucidating the mechanism by which Hippo is activated downstream of the LH receptor (LHCGR), the potential role of Hippo signaling in mediating LH action was investigated. To do so, GCs isolated from mice bearing floxed alleles for *Yap1* and *Taz* (*Yap1*^f/f^;*Taz*^f/f^) were placed in culture and infected with adenoviruses to drive expression of eGFP (Ad-eGFP, control) or Cre recombinase (Ad-Cre, to inactivate the floxed alleles), followed or not by treatment with LH for 2 h. In this model, knockdown of *Yap1* and *Taz* mRNA levels of approximately tenfold were achieved after 18 h of adenovirus treatment (Fig. 4A). LH-induced expression of *Areg*, *Pgr* and *Ptgs2*—but not *Ereg*, *Btc* and *Egfr*—was significantly impaired by *Yap1*/*Taz* knockdown (Fig. 4A). Similar results were obtained with 1 and 6 h of LH treatment (Fig. S3 [50]). Among the genes investigated, *Lhcgr* was the only gene whose expression was downregulated following loss of *Yap1*/*Taz*, regardless of LH treatment. To determine if the above-mentioned blunted induction of LH target genes was simply due to *Lhcgr* downregulation, a similar experiment was conducted using forskolin (FSK—a stimulator of adenylate cyclase, which acts downstream of the LHCGR to produce cAMP). This showed that the FSK-mediated induction of *Areg*, *Ptgs2* and *Tnfaip6* was blunted by the loss of *Yap1*/*Taz* similarly to the LH-treated cells (Fig. 4B). This suggests that YAP1/TAZ participate in the transduction of the LH signal somewhere downstream of cAMP.

**Fig. 4:**
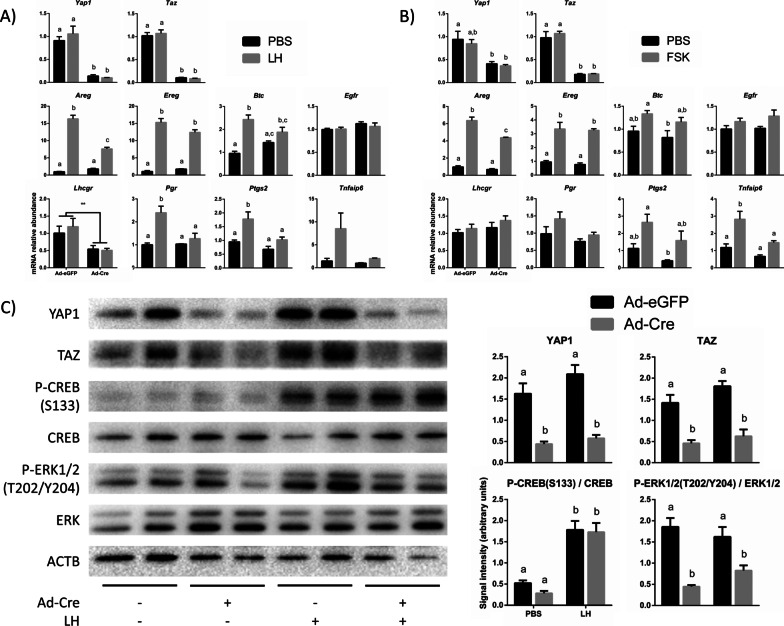
Loss of *Yap1* and *Taz* blunts LH responsiveness. **A**, **B** Primary GCs isolated from *Yap1*^f/f^;*Taz*^f/f^ mouse ovaries were infected with adenoviruses expressing either Cre recombinase (Ad-Cre; to knockdown *Yap1* and *Taz* expression) or eGFP (Ad-eGFP; control) for 18 h. GCs were treated with either LH (**A**), FSK (**B**) or PBS (control) for 2 h (n = 4 replicates/treatment, done three times). Data were normalized to the housekeeping gene *Rpl19*. C) Primary *Yap1*^f/f^;*Taz*^f/f^ GCs were infected with Ad-Cre for 24 h (Ad-eGFP for control). GCs were treated with LH (PBS for control) for 30 min. Representative immunoblots show 2 replicates per condition, whereas quantification was done using 12 replicates per condition. β-actin (ACTB) was used as the loading control. Data were all normalized by the sum of all data points in a replicate and were subjected to arcsine transformation, as they are expressed as a proportion (0–1) of the whole replicate. Different letters above histograms indicate significant differences between treatment conditions. Two-way ANOVA (Tukey’s post hoc test): *P* ≤ 0.05

To identify the components of the LH cascade affected by the loss of *Yap1*/*Taz*, we conducted a similar experiment and evaluated phosphorylation levels of CREB and ERK1/2. Ad-Cre treatment for 24 h lowered YAP1/TAZ protein levels to approximately 30–40% those of the controls (Fig. 4C). As expected, treatment with LH activated the cAMP/PKA and ERK1/2 pathways. Loss of YAP1/TAZ did not affect phosphorylation levels of CREB on its activating site (Ser 133), suggesting that the cAMP/PKA/CREB component of the LH signalling cascade remained intact (Fig. 4C). However, loss of YAP1/TAZ resulted in decreased phosphorylation of the ERK1/2 kinases on threonine 202 and tyrosine 204 residues (Fig. 4C), both with or without LH stimulation. Taken together, these results indicate that YAP1/TAZ are necessary for the adequate activation of the ERK1/2 pathway—but not the PKA/CREB pathway—and for the induction of several LH target genes in murine GCs.

### *Yap1* and *Taz* regulate a subset of LH target genes

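GCs are somatic cells of the follicle that respond to LH. They were isolated from immature mice with floxed alleles of *Yap1* and *Taz* (gene symbol *Wwtr1*) that had been primed with 5 IU of eCG, a gonadotropin that drives follicle growth. The paper gives 48 h of priming and the sample labels give 44 h. An adenovirus that expresses Cre recombinase (Ad-Cre) was used to excise the floxed parts of both genes in culture, and an adenovirus that expresses eGFP (Ad-eGFP) was the control, each at a multiplicity of infection of 50. RNA from 3 Ad-eGFP and 3 Ad-Cre samples was collected 18 h after infection, without LH, and 100 ng of each was labelled and hybridised to its own Affymetrix Mouse Clariom S array, which measures most genes with 1 probe set. The paper names the Affymetrix Gene Expression Console for preprocessing and limma followed by a Student's t-test for the comparison, and the submitters' processing notes name Transcriptome Analysis Console 4.0. The summarisation method behind the deposited log2 signals is not given in the sources used here.

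The deposited log2 signals of 22206 probe sets, array controls left out, were compared between Ad-Cre and Ad-eGFP GCs with limma. Array medians were 7.41, 7.47 and 7.40 for the Ad-eGFP samples and 7.47, 7.46 and 7.45 for the Ad-Cre samples. As a guide to the signal of genes with no known part in GCs, the 1458 olfactory and vomeronasal receptor genes on the array had a median log2 signal of 7.96, and between 62.1% and 63% of the probe sets of each array lay below it. The signals stop at an upper limit, which 29 probe sets reached on at least 1 array, so differences of the brightest genes are bounded. Log2 differences in these signals correlated with the log2 fold changes of the authors' deposited table (Pearson r = 0.95 across probe sets, which are not independent replicates) but were larger, with a slope of 1.64, so the sizes of fold changes depend on which of the 2 scales is read. Whether the replicates came from separate mice or cultures is not given in the sources used here, so p-values measure only the spread between these samples, and 3 arrays per group limit the precision of every value.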

In order to highlight specific roles of YAP1/TAZ in murine GC physiology, we conducted a microarray analysis of genes differentially expressed in cultured *Yap1*^f/f^;*Taz*^f/f^ GCs infected for 18 h with the Ad-Cre virus or Ad-eGFP (control). We found that 130 genes were upregulated and 488 were downregulated in cells in which *Yap1*/*Taz* were knocked down. 

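*Yap1*, on chromosome 9 from 7931999 to 8004596 in the deposited table (which names no genome build), had log2 signals of 6.78, 6.49 and 6.84 in Ad-eGFP GCs and 7.22, 7.23 and 6.99 in Ad-Cre GCs, a log2 fold change of 0.45 (SE 0.25, adjusted p = 0.757 from limma). *Wwtr1*, on chromosome 3 from 57455644 to 57575910, had log2 signals of 7.46, 6.52 and 7.26 against 6.68, 6.98 and 7.44 (log2 fold change -0.05, SE 0.34). Both genes were dimmer than the median of the receptor genes, and where their probes lie relative to the floxed exons is not given in the sources used here, so these probe sets do not check the excision. The paper reports lower mRNA of both genes after 18 h of adenovirus (Fig. 4A) and lower protein after 24 h (Fig. 4C).

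*Ptgs2*, which encodes the inducible cyclooxygenase of prostaglandin synthesis, had a 9.42-fold lower signal in Ad-Cre GCs (log2 signal 8.50 ± 1.30 against 11.74 ± 0.51, SD, n = 3 in each group). It was among the 12 largest negative differences of named genes that met the thresholds of the paper without overlap between groups, whose log2 fold changes ran from -4.36 for *Gdf9* to -2.82 for *Sema6a*, a semaphorin gene. These also held the heat shock protein gene *Hsph1* (-3.33), the amino acid transporter gene *Slc7a8* (-3.45), the proto-oncogene *Myc* (-2.98), *Atxn2l* (-2.99), *Mest* (-2.96), *Spin1* (-2.83) and, like *Gdf9*, the oocyte genes *Btg4* (-3.19), *Nlrp4f* (-2.98) and *Padi6* (-2.90). The 12 largest positive differences by the same rule were smaller, with log2 fold changes from 1.54 for *Tle5*, a corepressor gene, to 1.31 for *Sft2d1*. *Slc11a2*, an iron transporter gene, had a 2.88-fold higher signal in Ad-Cre GCs (11.67 ± 0.31 against 10.15 ± 0.17, SD, n = 3 in each group), and *Ccl17*, a chemokine gene, was higher at signals near the median of the receptor genes or below it. The others were *Fbxw9*, *Selenom*, *Krtap16-1*, *Tnfrsf22*, *Speer6-ps1*, *Aplnr*, *Foxr2* and *Prr29*, and 6 of the 12 were dimmer than the median of the receptor genes, against 0 of the 12 largest negative differences.

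At the thresholds of the paper (unadjusted p of at most 0.05 and a fold change of at least 1.5), 670 probe sets were higher and 914 were lower in Ad-Cre GCs by limma, and 422 were higher and 380 lower by the methods' t-test. No probe set passed an adjusted p of 0.05 by limma in either direction (0 higher, 0 lower, smallest adjusted p = 0.169 for *Hspa1b*), nor by the methods' t-test. In all, 1597 probe sets, or 7.19%, had an unadjusted p under 0.05 by limma and 1263 by the methods' t-test. In 20 simulations of arrays with no change, the thresholds of the paper were met by 497 higher and 493 lower probe sets on average. Simulated probe sets were drawn independently, while real genes vary together, so these numbers are no chance level for the real arrays. A split that mixed the groups (Ad-eGFP 1, Ad-eGFP 3 and Ad-Cre 1 against the rest) gave 677 probe sets in 1 direction and 1229 in the other. Without the Ad-Cre replicate 2 array 477 were higher and 578 lower, and without the Ad-eGFP replicate 2 array 950 were higher and 1414 lower. Of 86 genes named here that met the thresholds, 32 did not with at least 1 array left out.

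**Figure D1:**
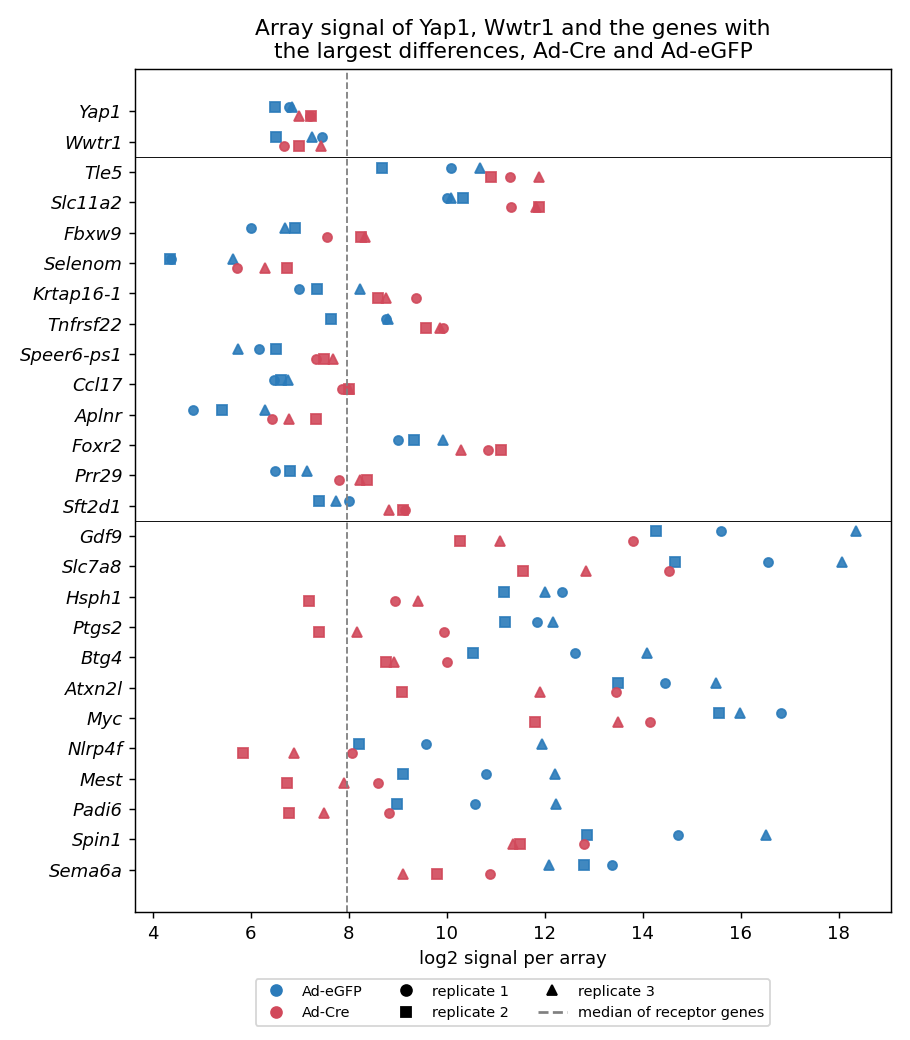
Log2 signal per array (x axis) of *Yap1*, *Wwtr1* and the 12 genes with the largest positive and the 12 with the largest negative differences that met the thresholds of the paper, were named and had no overlap between groups. Points are single arrays, coloured by virus and shaped by replicate, and the dashed line is the median of the receptor genes, 7.96; the 3 *Ptgs2* points of Ad-Cre GCs lie between 7.39 and 9.94 and those of Ad-eGFP GCs between 11.19 and 12.18.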

Using the PANTHER Classification System, we were able to show that these genes are involved in various biological processes, a small proportion of which related to reproduction (red and magenta—Fig. 5A). 

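Oocyte markers had a mean log2 fold change of -1.43 over 51 genes, ovulation and LH-response genes one of -0.79 over 39, and immediate-early genes and feedback inhibitors that ERK1/2 induces one of -0.49 over 28. Of these, 15 ovulation genes and 3 ERK1/2 genes are also in Table 1, which the study chose on these arrays. Without them the means were -0.16 (camera p = 0.108) and -0.33 (camera p = 0.00389, and 0.284 with an estimated correlation). Table 1 holds genes chosen as lower on these arrays, so leaving them out raises these means whatever the cause. Cell cycle genes had a mean of -0.38; 4 of 30 met the thresholds of the paper, all lower, namely *Foxm1* (-1.58), *Bub1b* (-1.56), *Plk1* (-1.48) and *Kif20a* (-0.84), which act in mitosis. All but *Foxm1* of these did not meet them with 1 or another array left out, and *Plk1* was then as close to 0 as -0.86. With the mean signal of the oocyte markers on each array as a covariate, the cell cycle mean was 0.11 (camera adjusted p = 0.496). Among genes of the ATF4 and unfolded protein response (mean -0.32), 4 of 26 were lower at these thresholds, namely the chaperone gene *Hspa5* (-1.95), the asparagine synthetase gene *Asns* (-1.09) and the amino acid transporter genes *Slc7a5* (-0.84) and *Slc7a11* (-0.72). Each of the 4 did not meet them with 1 or another array left out, and *Hspa5* was then as close to 0 as -0.99. With the same covariate the ATF4 mean was -0.03 (camera adjusted p = 0.847).

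Camera, with its preset correlation of 0.01 and adjustment over the lists, called these lists lower among 25 (adjusted p = 1.11e-09 for ovulation, 0.000283 for ERK1/2, 2.31e-24 for oocyte, 0.000541 for cell cycle and 0.00587 for ATF4 genes), along with the oocyte family genes and the genes of Table 1 that the study chose on these samples. With an estimated correlation no list was called, with adjusted p = 0.256 for ovulation and 0.505 for ERK1/2 genes, 0.365 for oocyte markers, 0.544 for cell cycle and 0.256 for ATF4 genes. Without the Ad-eGFP replicate 3 array the mean of the oocyte markers was -0.88, and camera did not call the ERK1/2 (adjusted p = 0.112), cell cycle (0.192) and ATF4 (0.130) lists.

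Targets of YAP1/TAZ did not shift by camera (mean -0.09, adjusted p = 0.37), and 1 of 32, the growth factor gene *Tgfb2* (-1.55), met the thresholds of the paper. Of 29 components of the Hippo pathway (mean -0.06), *Stk4* was higher (1.40) and *Taok1* (-1.24) and *Wwc2* (-1.01) were lower at these thresholds. *Stk4* was dimmer than the median of the receptor genes in both groups. Means were -0.31 for steroidogenesis, 0.01 for cholesterol synthesis, -0.18 for p53 target, 0.14 for interferon response, -0.10 for EGF family, -0.12 for actin and adhesion and -0.08 for housekeeping genes, none called by camera. At the thresholds of the paper, lower members included *Hsd3b1*, *Fdx1* (-0.98) and *Star* (-0.66) of steroidogenesis, *Fdft1* (-1.10) and *Insig1* (-0.84) of cholesterol synthesis, *Mdm2* (-2.38) and *Plk2* of the p53 targets, *Ereg* of the EGF family, *Actn1* (-0.86) and *Cald1* (-0.86) of the actin genes, and *Tbp* (-1.10) of the housekeeping genes. *Hsd3b6* (0.70) of steroidogenesis and *Dhcr7* (1.22) of cholesterol synthesis were higher. No member of any of these lists passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 9 ovulation genes, 2 ERK1/2 genes and 22 oocyte markers were lower and 0 were higher. With the genes of Table 1 left out, 0 of 24 ovulation genes and 1 of 25 ERK1/2 genes were lower when adjusted this way. The median differed in sign from the mean for actin and adhesion (0.05) and housekeeping genes (0.13).

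**Figure D2:**
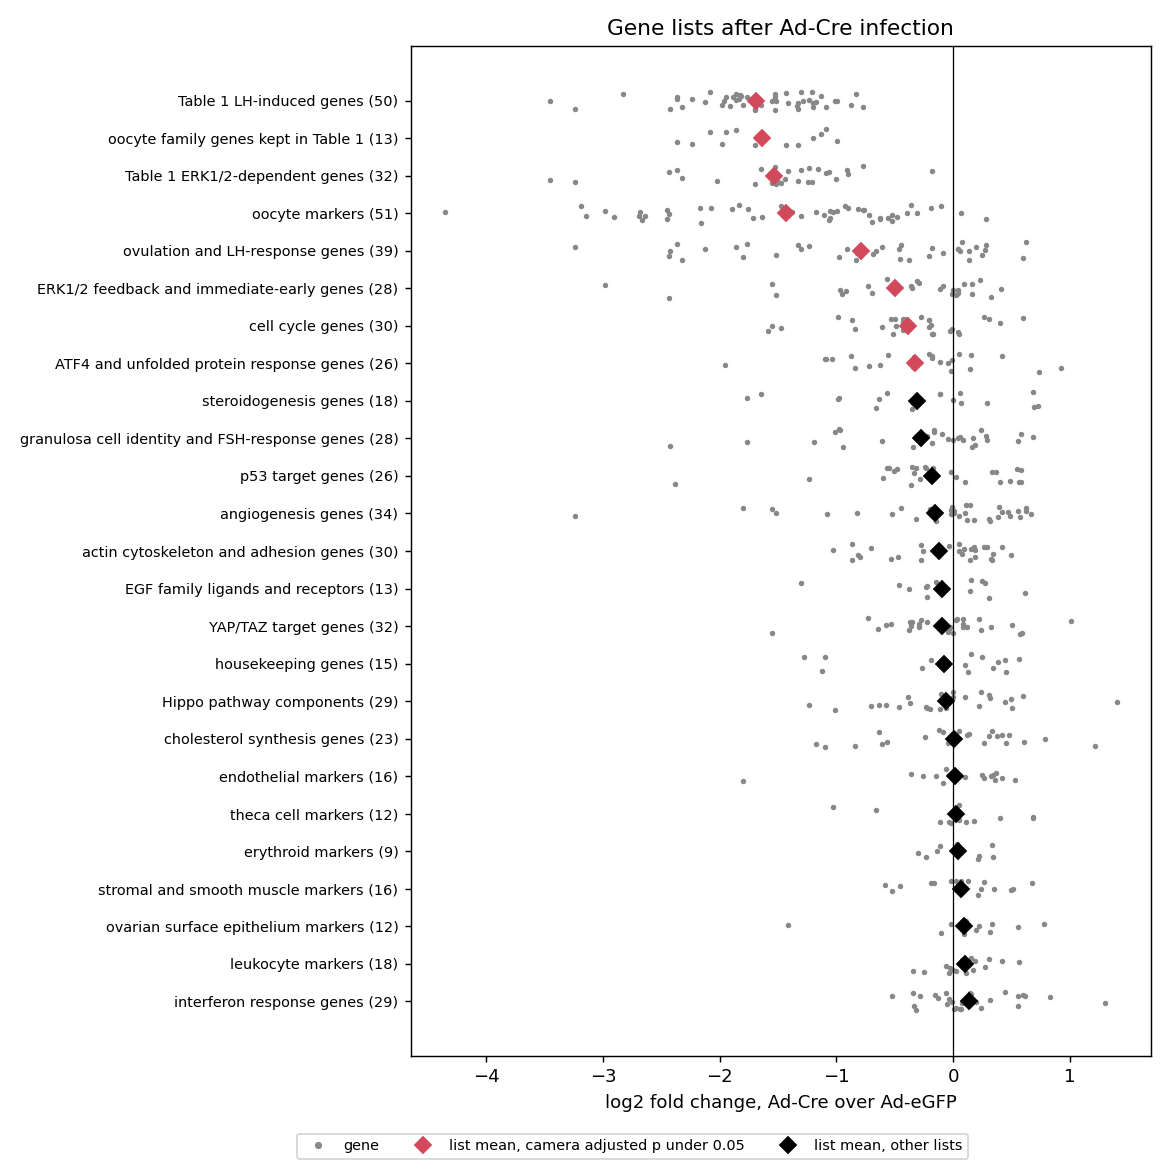
Log2 fold change (x axis, Ad-Cre over Ad-eGFP) of each gene of the 25 lists, with the number measured in parentheses. Grey dots are genes and diamonds list means, red where camera with its preset correlation gave an adjusted p under 0.05; the means of the called lists lie between -1.69 and -0.32.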

We then compared this data with a microarray analysis of differentially expressed genes following LH treatment of GCs isolated from WT mice. We show that a sizeable proportion of genes downregulated in the absence of *Yap1*/*Taz* (≈13%, 63 of 488) are the same genes that are induced by LH (Fig. 5B, Table 1). 

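The 50 genes of Table 1 with a fold change after LH were all measured, and each had lower signal in Ad-Cre than in Ad-eGFP GCs. Their mean log2 fold change was -1.69, and 48 of the 50 met the thresholds of the paper. Among them *Inhba*, which encodes a subunit of activin and inhibin, had a 5.36-fold lower signal (log2 signal 8.95 ± 0.65 against 11.37 ± 0.50, SD, n = 3 in each group), and *Hsd3b1*, an enzyme of progesterone synthesis, a 3.40-fold lower one. *Rgs2*, a regulator of G protein signalling, was also lower, with means of 7.87 in Ad-eGFP and 5.75 in Ad-Cre GCs (log2 signal) that are dimmer than the median of the receptor genes. *Hsd3b1* did not meet the thresholds without Ad-eGFP replicate 1, Ad-eGFP replicate 3 or Ad-Cre replicate 2, where its log2 fold change was -1.05. *Ereg*, an EGF-like factor, lay near the threshold (log2 fold change -1.31, SE 0.58, unadjusted p = 0.049 from limma), and was -0.56 without Ad-Cre replicate 2. The 2 genes that did not meet the thresholds were *Oas1c* (-1.43) and *Siah1b* (-0.83).

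The study chose these genes on the same arrays, so their direction is not independent evidence. No gene of the 50 passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 47 were lower and 0 higher. Camera called the list with its preset correlation (adjusted p = 4.36e-45) and not with an estimated one (adjusted p = 0.256). Of the 50, 13 belong to families known from mouse oocytes, and the oocyte marker score, a mean of 51 markers, was 1.43 log2 units higher on the Ad-eGFP arrays. With that score as a covariate, 14 of the 68 genes of Table 1 met the thresholds of the paper, against 63 without it. The score differs between the groups, so a call can be lost without a smaller difference. *Plk2* was -1.29 with the score (unadjusted p = 0.067 from limma) and -1.23 without it. With the score the mean of the 50 was -0.57, called by camera with its preset correlation (adjusted p = 1.27e-06) and not with an estimated one (adjusted p = 0.868). Of the difference of the 55 genes of Table 1 outside the oocyte families, 51.9% was left, and 42.9% without Ad-eGFP replicate 3. Their slope on the score within groups had an exact permutation p of 0.0833. Some of the 55 moved with the score, such as *Spin1* (-2.83, and -0.33 with it) and *Slc7a8* (-3.45, and -0.81 with it), and *Plk2* did not. Genes of the ovulation list moved too, such as *Sfrp4* (-2.36, and -0.43 with it), *Rgs2* (-2.12, and -0.34) and *Hsd3b1* (-1.76, and -0.27). The LH arrays were not analysed here.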

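Several genes that act in ovulation had lower signal in Ad-Cre GCs. Of 39 ovulation and LH-response genes, 16 were lower and 0 higher at the thresholds of the paper. Table 1, chosen by the study on these arrays, holds 15 of the 39 and 14 of the 16, and 2 of the other 24 were lower. That choice took genes that were lower, so the other 24 are not a fair sample of the list either. *Tnfaip6*, which is needed for expansion of the cumulus matrix, had a 5.01-fold lower signal (log2 signal 9.18 ± 0.75 against 11.50 ± 0.87, SD, n = 3 in each group), and *Sfrp4*, a modulator of WNT signalling, a 5.14-fold lower one. *Plat* (-1.86) and *Plau* (-1.33), which encode plasminogen activators, and the kinase gene *Plk2* (-1.23) also met the thresholds. The EGF-like factor genes *Areg* (-0.38, SE 0.26) and *Btc* (-0.47, SE 0.35), the progesterone receptor gene *Pgr* (0.14, SE 0.30) and the LH receptor gene *Lhcgr* (0.69, SE 0.39) did not, and *Areg*, *Pgr* and *Lhcgr* were dimmer than the median of the receptor genes. With the oocyte marker score as a covariate *Tnfaip6* was -1.045, *Sfrp4* -0.43, *Plat* -0.74, *Plau* -0.49 and *Plk2* -1.29. None of these then met the thresholds.

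Angiogenesis genes did not shift as a group (mean log2 fold change -0.15, median 0.08 over 34 genes, camera adjusted p = 0.881). At the thresholds of the paper 5 were lower, namely *Ptgs2*, *Kdr* (-1.80), which encodes a VEGF receptor, the ephrin gene *Efnb2* (-1.55), the Notch ligand gene *Jag1* (-1.52) and *Vegfa* (-1.08), and *Cxcl12* (0.67) was higher. All but *Vegfa* of the lower ones are genes of Table 1, and without the 4 the mean was 0.10. Of the 5, *Ptgs2*, *Kdr*, *Efnb2* and *Vegfa* were lower when adjusted over the list alone, and 0 genes passed over all genes. Among 28 genes of GC identity and the FSH response (mean -0.28, camera adjusted p = 0.17), *Inhba*, *Hsd3b1* and the follistatin gene *Fst* (-1.19) were lower and 0 were higher at these thresholds, and *Inhba* was the 1 gene lower when adjusted over the list alone. *Inhba* and *Hsd3b1* are genes of Table 1, and without them the mean was -0.14. Leaving out genes chosen as lower on these arrays raises such means by itself. With the oocyte marker score in the model, the difference of the ovulation list between groups was -0.35 (SE 0.22) instead of -0.79 (SE 0.24); its slope on the score within groups had an exact permutation p of 0.0833, where 36 arrangements allow none below 0.028.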

Analysis of this sub-fraction of genes using the Metascape Anotation tool highlighted biological processes related to ovulation, angiogenesis and female gonad development (blue and dark green—Fig. 5C, Table 1). Additional analysis with DAVID identified similar biological processes (Table S2 [51]). Given that *Yap1*/*Taz* knockdown prevented the adequate activation of the ERK1/2 pathway (Fig. 4C), we then compared our analysis of genes differentially expressed following *Yap1*/*Taz* knockdown to previously published microarray data of *Erk*1/2-depleted GCs from eCG-primed mice 2.5 h after hCG stimulation [4]. Among all the genes downregulated following *Yap1*/*Taz* knockdown, 32 of them were also downregulated following *Erk*1/2 loss (Fig. 5D, Table 1). 

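Most genes of Table 1 with a fold change after *Erk1/2* loss were lower in Ad-Cre GCs at the thresholds of the paper. Of the 32 genes of Table 1 with a fold change after *Erk1/2* loss, *Cited2* reached the upper limit of the signal on all 3 Ad-eGFP arrays and on 2 Ad-Cre arrays, so no fold change can be given for it. The other 31 had lower signal, with a mean log2 fold change of -1.58, and 29 met the thresholds of the paper. *Errfi1*, which encodes a feedback inhibitor of the EGF receptor, had a 5.42-fold lower signal (log2 signal 11.47 ± 1.14 against 13.90 ± 0.63, SD, n = 3 in each group). *Arid5b* (-2.02), *Emp1* (-1.56) and *Egr1* (-1.52), an immediate-early transcription factor, were also lower at these thresholds, *Egr1* not without Ad-eGFP replicate 3 or Ad-Cre replicate 3. *Pik3r1* (-1.50, SE 0.71) and *Emb* (-0.90, SE 0.42) did not meet them, but did with centring on the array median.

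The list was chosen by the study on these arrays and is not independent evidence of its direction. No member passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 28 were lower and 0 higher. Camera with an estimated correlation did not call the list (adjusted p = 0.256). With the oocyte marker score as a covariate the mean of the 32, *Cited2* included, was -0.99 (camera adjusted p = 1.08e-10, and 0.868 with an estimated correlation). In the list of 28 ERK1/2 feedback and immediate-early genes, of which 3 are also in Table 1, 8 were lower and 0 higher at the thresholds of the paper, and their group difference of -0.49 (SE 0.22) was -0.07 (SE 0.19) with the oocyte marker score in the model (exact permutation p of the slope 0.139). The paper reasons from lower ERK1/2 phosphorylation after *Yap1*/*Taz* loss (Fig. 4C) to a comparison with *Erk1/2*-depleted GCs, and from its results it concludes that YAP1/TAZ take part in the regulation of several LH- and ERK1/2-dependent genes. The arrays of *Erk1/2*-depleted GCs were not analysed here.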

As expected, bioinformatic analysis of this subfraction of genes using Metascape and DAVID software identified biological processes of ovulation, angiogenesis and transmembrane receptor protein tyrosine kinase signaling pathway (Table S3 [52]). 

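Most genes that met the thresholds of the paper lie outside Table 1. Of the 914 lower probe sets, 63 belong to Table 1 and 851 do not, and 823 lie outside Table 1, the oocyte markers and the oocyte family genes. The heat shock protein genes *Hspa1b* and *Hspa1a* had the smallest p-values of all probe sets, with signals 5.86-fold (log2 signal 7.49 ± 0.31 against 10.04 ± 0.27, SD, n = 3 in each group) and 6.54-fold lower in Ad-Cre GCs. Of the lower probe sets 792 and of the higher ones 664 belong to none of the 25 gene lists. The lower probe sets were brighter than the array as a whole, with 35.1% below the median of the receptor genes against 63.3% of all probe sets and 67.3% of the higher ones. The groups did not overlap for 2680 probe sets, or 12.1%, where chance gives 10% with 3 arrays against 3.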

The above results therefore indicate that YAP1/TAZ are involved in the regulation of several LH- and ERK1/2-dependent genes, but also regulate large numbers of additional genes in murine GCs.

**Fig. 5:**
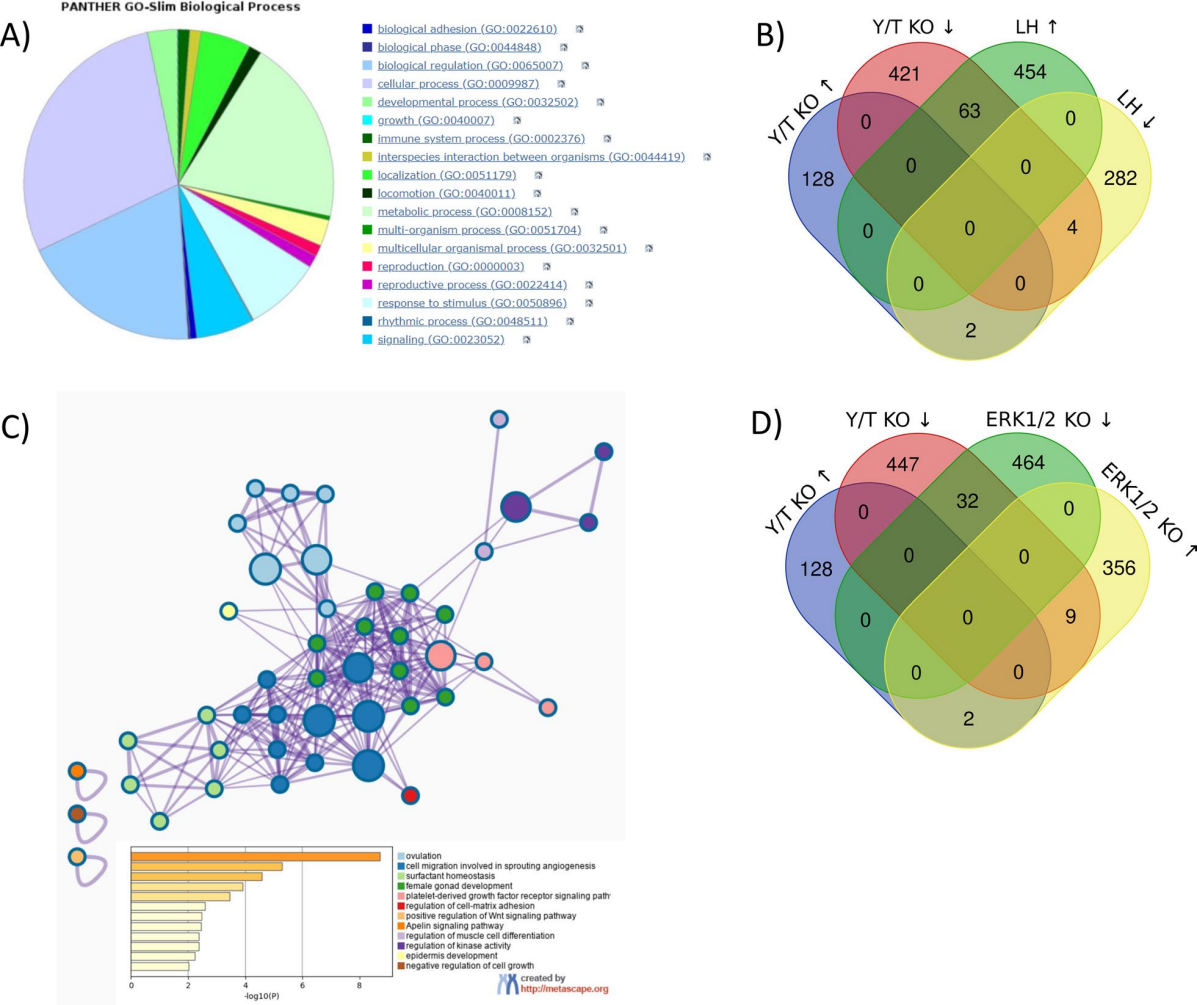
Loss of *Yap1*/*Taz* expression in murine granulosa cells negatively affects the expression of several ovulation-related genes. Granulosa cells isolated from *Yap1*^f/f^;*Taz*^f/f^ mice were infected with adenoviruses expressing either Cre recombinase (Ad-Cre; to knockdown *Yap1* and *Taz* expression) or eGFP (Ad-eGFP; control) for 18 h. A microarray analysis was conducted to identify differentially expressed genes (DEGs). **A** Pie chart representing the Panther gene-ontology (GO) functional classification of the DEGs following *Yap1* and *Taz* knockdown. **B** Venn Diagram highlighting the overlap between DEGs following loss of *Yap1*/*Taz* expression *vs* LH stimulation for 3 h in primary murine GCs. **C** Metascape enrichment network visualization showing clustering of the Hippo and LH-dependent genes according to their GO biological processes. Cluster annotations are shown in color code next to the bar graph representing statistical significance (only *P* < 0.01 are shown) of the said enriched biological processes. **D** Venn Diagram highlighting the overlap between DEGs following loss of *Yap1*/*Taz* expression *vs Erk1*/*2*-deficient GCs treated with hCG for 2.5 h

**Table 1:** List of genes downregulated following loss of *Yap1*/*Taz* whose expression is LH and/or *Erk1*/*2*-dependent

Gene Symbol	FC in *Yap1*/*Taz* depleted GCs	FC in LH-stimulated GCs	FC in *Erk1*/*2* depleted GCs
Abi3bp	− 1.60		− 1.91
Arhgap32	− 1.51	1.62	
Arid5b	− 1.90		− 1.56
Arrdc3	− 1.88	2.94	
Bpgm	− 1.57	1.61	
Bzw1	− 1.72	1.51	
Cblb	− 1.59		− 2.46
Ccnl1	− 1.56	1.88	
Ccno	− 1.76	4.41	
Cited2	− 2.00		− 2.00
Cpne3	− 1.52		− 1.96
Efnb2	− 1.63	1.58	− 4.58
Egr1	− 1.62		− 37.71
Emb	− 1.53		− 3.67
Emp1	− 1.69		− 5.60
Ereg	− 1.55	7.70	− 2.09
Errfi1	− 2.25		− 6.00
Fam107b	− 1.95	1.77	
Far1	− 1.75	1.67	
Fbxw14	− 1.70	2.95	
Fbxw15	− 1.62	3.51	
Fbxw19	− 1.86	2.89	
Fbxw20	− 2.14	3.08	
Fbxw21	− 2.88	2.40	
Fbxw22	− 1.64	2.26	
Ggct	− 1.56	1.55	
Glrx	− 1.92	1.54	
Gng3	− 1.94	1.64	
Hccs	− 1.93		− 1.61
Hsd3b1	− 1.81	1.54	
Igf2bp2	− 1.83	1.69	
Il23a	− 1.59		− 2.67
Inhba	− 2.02	3.64	
Jag1	− 2.03	1.62	− 1.75
Kdr	− 1.94	1.69	
Khdc1a	− 1.63	1.69	
Lrrc8c	− 1.54		− 1.86
Mid1	− 1.58	1.87	− 3.12
Nfya	− 1.97	1.52	
Nlrp14	− 2.09	2.69	
Nlrp2	− 1.53	1.87	
Nlrp4a	− 2.31	1.74	
Oas1c	− 1.64	2.78	
Oas1e	− 2.15	2.80	
Osgin2	− 1.96	3.23	− 1.69
Phldb2	− 1.61		− 4.09
Pik3r1	− 1.73		− 2.63
Plat	− 1.80	1.56	
Plau	− 1.54	2.03	− 10.36
Plk2	− 1.59	3.71	− 2.47
Prkg2	− 1.59		− 2.64
Ptgs2	− 3.06	1.98	− 42.47
Ptp4a1	− 1.51	2.42	
Rbm47	− 1.96	1.54	− 3.11
Rgs2	− 2.13	3.05	
Rnd3	− 1.72	1.51	− 12.90
Rsbn1	− 1.78	1.76	
Rspo2	− 1.55	1.88	
Serpinb2	− 1.66		− 4.39
Sfrp4	− 1.99	1.93	− 6.40
Siah1b	− 1.54	1.64	
Slc7a8	− 2.36	2.09	− 1.69
Spin1	− 2.81	1.56	
Tcl1b1	− 1.93	1.91	
Tiparp	− 2.00	1.66	− 1.63
Tnfaip6	− 2.27	6.65	− 10.01
Zfp804a	− 1.68		− 3.50
Znrf2	− 1.63		− 2.03

Genes listed are downregulated following 18 h of *Yap1*/*Taz* knockdown in GCs, and meet one of the two following criteria: (1) upregulated in WT GCs stimulated 3 h with LH, or (2) downregulated in *Erk1*/*2*-deficient GCs isolated 2.5 h after hCG stimulation. Genes are listed in alphabetical order. Fold change (FC) is expressed as a ratio between the treatment (Ad-Cre, LH, *Erk1*/*2* depleted GCs) and its respective control (Ad-eGFP, PBS, WT GCs). Oocyte-specific genes were excluded from this list as their presence was likely caused by oocyte contamination of our primary GC culture. 

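Signals of oocyte genes differed between samples of the same group, and some were high. *Gdf9*, which encodes a growth factor that oocytes secrete, had log2 signals of 15.61, 14.28 and 18.36 in Ad-eGFP GCs and of 13.80, 10.28 and 11.10 in Ad-Cre GCs. *Bmp15*, which encodes its partner, had a log2 fold change of -3.14 (SE 0.92). Of 51 oocyte markers, 20 were dimmer than the median of the receptor genes, and 28 were lower and 0 higher at the thresholds of the paper. The oocyte marker score, the mean centred log2 signal of these markers, was 0.61, -0.29 and 1.82 on the Ad-eGFP arrays and -0.25, -1.01 and -0.88 on the Ad-Cre arrays, a difference of -1.43 (exact two-sided permutation test, p = 0.20, where 3 arrays against 3 allow no p below 0.10).

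Table 1 holds 13 genes of families known from mouse oocytes (*Fbxw14*, *Fbxw15*, *Fbxw19*, *Fbxw20*, *Fbxw21*, *Fbxw22*, *Nlrp2*, *Nlrp4a*, *Nlrp14*, *Oas1c*, *Oas1e*, *Tcl1b1* and *Khdc1a*), all among its genes with a fold change after LH. All but *Oas1c* were lower at the thresholds of the paper; *Oas1e* had a log2 fold change of -2.36 (SE 0.62) and *Fbxw21* one of -2.24 (SE 0.59). Within groups, their mean rose by 0.98 per unit of the oocyte marker score (exact permutation test within groups, two-sided p = 0.0278, the smallest that 36 arrangements allow), and their group difference of -1.64 (SE 0.64) was -0.24 (SE 0.09) with the score in the model. The study chose these genes on the same arrays, so their direction is not independent evidence. Markers of other ovarian cell types had means near 0, with 0.03 for theca, 0.01 for endothelial, 0.10 for leukocyte, 0.07 for stromal and smooth muscle, 0.09 for ovarian surface epithelium and 0.04 for erythroid markers. Dimmer than the median of the receptor genes were 7 of 12 theca, 14 of 16 endothelial and 15 of 18 leukocyte markers. The same held for 15 of 16 stromal, 10 of 12 surface epithelium and 3 of 9 erythroid markers. Means of the mostly dim lists therefore say little of these cell types. At the thresholds of the paper their lower members were *Ptch1* (-1.03) and *Star* for theca, *Kdr* for endothelial and *Cdh1* (-1.41) for surface epithelium markers, and the higher ones *Tcf21* (0.68) for stromal and *Krt8* (0.78) for surface epithelium markers. *Star*, *Tcf21* and *Krt8* were dimmer than that median in both groups.

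**Figure D3:**
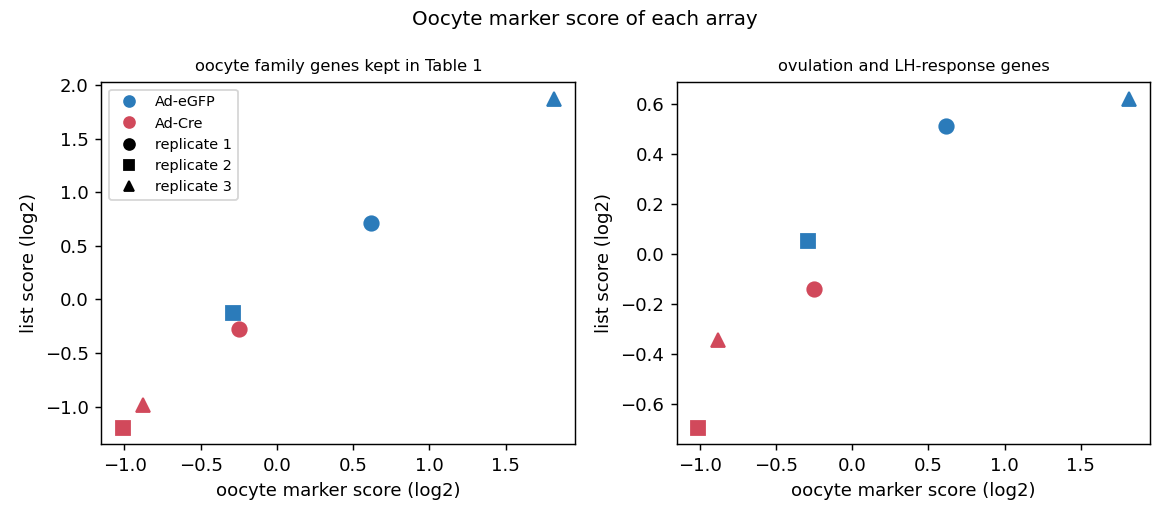
Mean centred log2 signal of 2 gene lists (y axes, the 13 oocyte family genes of Table 1 on the left and 39 ovulation and LH-response genes on the right) against the oocyte marker score of the same array (x axis, log2 units). Each point is 1 array, coloured by virus and shaped by replicate; Ad-eGFP replicate 3 lies highest on both axes, at an oocyte marker score of 1.82.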

Cut-off thresholds of *P* ≤ 0.05 and |FC|≥ 1.5 were used to identify differentially expressed genes

### YAP1 regulates LH responsiveness through the direct transcriptional regulation of *Areg*

We showed that loss of *Yap1*/*Taz* results in a blunted LH-dependent induction of *Areg* and in a decreased activation of the ERK1/2 pathway (Fig. 4). Given that AREG activates ERK1/2 via the EGF receptor, and *Areg* has been previously shown to be a direct transcriptional target of the Hippo pathway in other cellular contexts [19, 20], we hypothesized that YAP1 regulates LH responsiveness in GCs through the transcriptional regulation of *Areg*. A chromatin immunoprecipitation (ChIP) experiment was therefore conducted using a YAP1 antibody on GCs isolated from eCG-primed mice treated (or not) with hCG for 60 min, followed by an in silico analysis of the *Areg* promoter region (from − 4500 to + 1300 bp around the TSS) to locate DNA motifs of the YAP1/TAZ binding partners belonging to the TEAD family of transcription factors (TEAD4; ≈ − 2150 and − 2950 from the *Areg* transcription start site [TSS]) (Additional file 1 [53]). qPCR analyses of chromatin fragments enriched from the ChIP were performed using primers designed to amplify regions surrounding the aforementioned motifs and other regions closer to the TSS. Unexpectedly, there was no enrichment of YAP1-bound DNA fragments around the TEAD4 motifs. Instead, YAP1 was significantly (≈fivefold) recruited near the *Areg* TSS 60 min following hCG treatment (Fig. 6). In contrast, GCs isolated from mice that were only primed with eCG (that did not receive hCG) had low YAP1-enrichment levels, comparable to the no-antibody control (Fig. 6). These results indicate that YAP1 is rapidly recruited to the promoter of *Areg* following hCG stimulation.

**Fig. 6:**
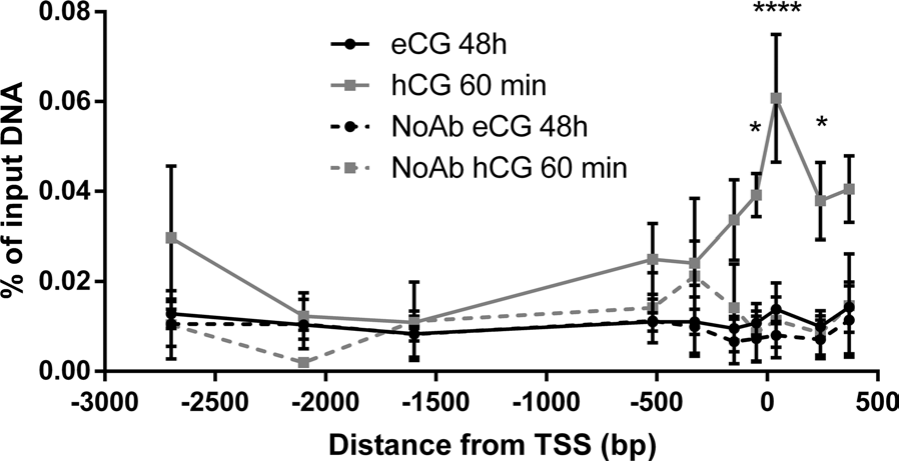
YAP1 is recruited to the *Areg* promoter following hCG stimulation. ChIP-qPCR analyses were performed on GCs isolated from eCG-primed WT mice before (black lines) or after (grey lines) 60 min of hCG stimulation to evaluate the enrichment of YAP1 on the *Areg* promoter. The no antibody controls (NoAb) appear as dotted lines. n = 4 biological replicates/timepoint, one replicate contains the GCs of 4 mice. Data are expressed as percentage of input DNA. Two-way ANOVA (Sidak’s post hoc test): *P ≤ 0.05, ****P ≤ 0.0001

## Discussion

### Amphiregulin is transcriptionally regulated by Hippo in murine granulosa cells

Successful ovulation is dependent on the orchestrated response of every follicular cell type to the LH surge. *Areg* has a central role in the transmission of the LH signal to cumulus cells and oocyte, neither of which express *Lhcgr*. Its rapid upregulation and release in the extracellular space of mural granulosa cells in response to the LH signal is necessary for the activation of EGFR and, subsequently, ERK1/2 (Fig. 7). This in turn leads to cumulus expansion, oocyte maturation, luteinization and follicle wall rupture. YAP1 has been shown to directly regulate *Areg* transcription in a mammary gland epithelial cell line [19], although the transcription factor to which YAP1 binds in this context has not been identified. More recently, TAZ has been reported to directly regulate *AREG* expression via interaction with TEAD and subsequent binding to a TEAD binding site 1.8 kb upstream of the *AREG* TSS [20]. In the present study, we found a marked recruitment of YAP1 at the proximal promoter of *Areg* in GCs isolated from WT mice 60 min after hCG stimulation (Fig. 7). YAP1 enrichment was located near the TSS and not around putative TEAD4 binding sites in the *Areg* promoter. It is possible that YAP1 interacts with a yet unidentified transcription factor that bind near the TSS. YAP1 recruitment near the *Areg* TSS might also be the result of an interaction of the basal transcriptional machinery with YAP1 bound to an unidentified distal enhancer, perhaps located beyond the region that was investigated by ChIP-qPCR. Such interaction between YAP1/TAZ/TEAD-bound enhancers with promoters via chromatin looping has been reported in the *MYC* and *TOP2A* genes in an epithelial human breast cancer cell line [54]. In our model, we were unable to identify the transcription factor(s) that YAP1 interacts with to regulate the transcription of *Areg*, nor the precise location of their relevant DNA binding site(s). Nevertheless, our results demonstrate for the first time that *Areg* is a direct transcriptional target of Hippo in the early events following the ovulatory signal in murine GCs.

**Fig. 7:**
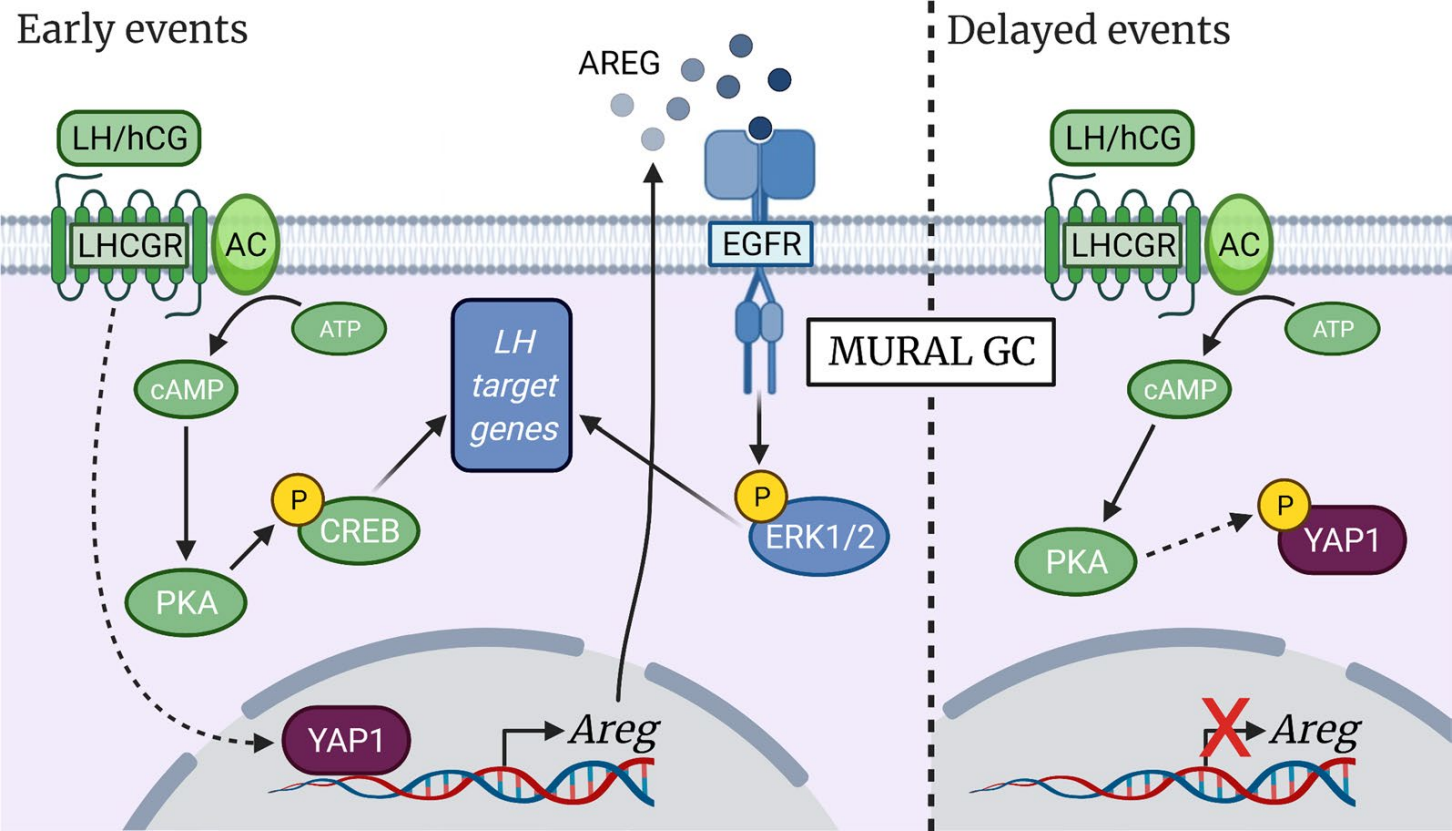
The Hippo pathway plays an essential role in the regulation of the LH cascade. **Early events**: Following binding of LH to its receptor, CREB is activated and YAP1 is recruited in proximity to the transcription start site of the *Areg* promoter. The latter contributes to the rapid upregulation of *Areg* in response to the LH stimulus. High extracellular levels of AREG contribute to the activation of the EGFR and downstream ERK1/2 pathway, and to the regulation of several LH-dependent genes. **Delayed events**: Granulosa cell stimulation by LH subsequently activates the Hippo pathway, resulting in YAP1 phosphorylation through a PKA-dependent mechanism. This Hippo activation is thought to be necessary for the transient expression pattern of *Areg* and for prolonged LH effects. Dashed arrows indicate a relation for which unidentified intermediate effectors may be involved. Created with BioRender.com

### YAP1/TAZ are required for the adequate induction of several LH target genes and for the activation of the ERK1/2 pathway

In this study, we demonstrate the role of YAP1/TAZ in the induction of several ovulation-related genes following LH stimulation. Only one other previous study investigated the role of *Yap1* in regulating LH transcriptional target genes in murine GCs. It showed that *Yap1* knockdown prior to GC stimulation with forskolin (FSK) and phorbol 12-myristate 13-acetate (PMA) resulted in increased levels of *Areg*, *Ereg*, *Btc*, *Ptx3*, *Sult1e1* and *Lhcgr* expression [17]. The same study also reported lower induction levels of *Areg*, *Ereg*, *Sult1e1* and *Tnfaip6* by FSK + PMA following 24 h of YAP1 overexpression. These findings therefore appear to contradict those reported in this study. The discrepancies could be explained by differences in cell culture conditions, methods used to manipulate *Yap1*/*Taz* expression, the nature of the agonists that were used and the duration of treatments. Pretreatment of bovine mural GCs with verteporfin (VP), an inhibitor of YAP1-TEAD interaction [55], was shown to prevent the upregulation of *Ereg* by LH [56]. This difference might be explained by a greater role of *Ereg* (and a lesser role for *Areg*) in the acute response of bovine mural GCs to LH [57].

The present study also identified lower basal levels of ERK1/2 activity following *Yap1*/*Taz* knockdown, highlighting the requirement for *Yap1*/*Taz* expression in GCs even prior to LH stimulation. A similar effect on ERK1/2 activity was previously shown in bovine GCs treated with inhibitors of YAP1-TEAD interaction [56]. As ERK1/2 regulate the expression of a wide variety of genes involved in the ovulation process [4], this lower basal level of ERK1/2 activity is purported to be the cause of the blunted induction of ovulation-related genes, which was observed *Yap1*/*Taz*-deficient GCs in response to LH. The EGFR pathway was recently identified as a likely mediator of YAP1 actions in murine GCs, as *Yap1* knockdown dramatically reduced *Egfr* expression [16]. Differences in the knockdown method used might explain why *Egfr* expression was unchanged in our *Yap1*/*Taz* knockdown model. Importantly, loss of *Yap1*/*Taz* expression had no effect on PKA/CREB pathway activation by LH. For this reason, the effects of YAP1/TAZ disruption could not be attributable solely to *Lhcgr* downregulation, as PKA/CREB activity would also have been affected. This further points to AREG as a likely mediator of YAP1/TAZ regulation of LH signaling, as it binds to EGFR to activate ERK1/2 signaling without affecting PKA. Together, these findings indicate that YAP1/TAZ activity is required prior to the LH surge to allow the adequate induction of several LH-dependent genes. The mechanism of YAP1/TAZ action in this context involves the regulation of the ERK1/2 pathway and is independent of PKA/CREB activation (Fig. 7).

### PKA-dependent Hippo activation following the LH surge

Inactivation of the Hippo pathway promotes nuclear localization of YAP1 and TAZ, their interaction with transcription factors and subsequent transcriptional co-regulatory activity. It is well described in the literature that Hippo inactivation is necessary for GC proliferation and steroidogenesis [14, 15]. The activation of the Hippo pathway reported in the current study is in line with results of previous reports that showed YAP1 and TAZ phosphorylation following the ovulatory signal [16–18]. In addition, this study shows that LH promotes phosphorylation of LATS1. Using pharmacologic inhibitors, we showed that the mechanism responsible for Hippo activation by LH involves PKA (Fig. 7) and is independent of the PI3K/AKT and ERK1/2 pathways. This finding is consistent with a previous report of phosphorylation of YAP1 by a constitutively active PKA in rat GCs [58]. The cAMP/PKA pathway has also been reported to be involved in YAP1 phosphorylation in other cellular contexts [59–61]. Ji et al. [17] identified the ERK1/2 pathway as likely being involved in Hippo activation following the LH signal. Using *Erk1*/*2* depleted GCs and the same MEK1/2 inhibitor used in the present study, they concluded that an intact ERK1/2 pathway is needed for the phosphorylation of YAP1. However, in our model, pharmacologic inhibition of the ERK1/2 pathway had no effect on YAP1 phosphorylation levels. Again, differences in experimental conditions including culture methods and timing may explain these discrepancies.

Although our results showing that phosphorylation/inactivation of YAP1/TAZ occurs in response to the ovulatory signal might appear to conflict with the aforementioned requirement of YAP1/TAZ for the induction LH-dependent genes, we believe that these two findings are, in fact, compatible. Prior to (and likely during the early steps of) activation of the LH cascade, YAP1/TAZ transcriptional co-regulatory activity appears necessary. However, their nuclear presence may subsequently inhibit the longer-term effects of LH, thus necessitating Hippo activation to abrogate their transcriptional activity. Indeed, YAP1 overexpression in GCs has been shown to impair progesterone production, a marker of luteal cell activity [16]. Further experiments involving the sustained activation of YAP1 and TAZ in the hours following hCG stimulation may confirm their negative impact on LH action in the longer term. It should be noted that the induction of *Areg* by LH is both rapid and transient [5] (Fig. 1C), suggesting that, while YAP1 participates in the initial increase in its transcription, Hippo activation could then contribute to its subsequent downregulation by phosphorylating YAP1.

### YAP1/TAZ regulates a wide variety of genes in granulosa cells, many of which are involved in biological processes related to ovulation

Another important finding reported in the present study is the large proportion of genes downregulated following *Yap1*/*Taz* knockdown that are upregulated by LH in murine GCs. Among these overlapping genes, many play well-established roles in the ovulation process, such as *Ereg*, *Hsd3b1*, *Inhba*, *Kdr*, *Plat*, *Plau*, *Plk2*, *Ptgs2*, *Sfrp4* and *Tnfaip6*. Genes involved in angiogenesis were also overrepresented, which was expected considering that the growth of blood vessels is a hallmark in the formation of the corpus luteum [62]. Although others have previously identified and categorized differentially expressed genes in GCs undergoing luteinization [63], our finding that YAP1/TAZ are required for the adequate expression of a large set of ovulation-related genes in this context is novel. Nonetheless, our microarray results also indicate that most genes differentially expressed following YAP1/TAZ knockdown are unrelated to LH actions. This suggests a wider involvement of the Hippo pathway in GC physiology that will require further investigation.

## Conclusions

In summary, the present study elucidated mechanisms involved in the interplay between the Hippo pathway and the LH cascade (Fig. 7). YAP1/TAZ were found to be required for the induction of a variety of LH-dependent genes, likely through the activation of the ERK1/2 pathway. The LH signalling cascade was also found to activate Hippo through a PKA-dependent mechanism. This study also reports for the first time the direct transcriptional regulation of *Areg* by YAP1 in GCs, providing a plausible mechanism whereby YAP1 may mediate the activation of ERK1/2. Further investigation into the interactions between the Hippo pathway and the LH cascade in granulosa cells would benefit our understanding of the ovulation process and its many components. This will in turn allow the development of more targeted therapies for the treatment of ovarian diseases such as polycystic ovarian syndrome, the inhibition of ovulation for contraceptive purposes, or the optimization of ovarian stimulation protocols crucial to IVF.

## Supplementary Information

**Additional file 1.** In silico analysis of the Areg promoter region to locate DNA binding motifs.

## Data Availability

All data generated or analysed in this study are either included in this published article or deposited in the GEO database under Accession No. GSE184396.

## Abbreviations

Ad-Cre: Cre recombinase adenovirus
Ad-eGFP: EGFP control adenovirus
Areg: Amphiregulin
Birc5-7: Baculoviral inhibitors of apoptosis repeat containing 5–7
Btc: Betacellulin
cAMP: Cyclic adenosine monophosphate
CCN1–2–3–5–6: CCN family member 1–2–3–5–6
CREB: CAMP-response element binding protein
DEGs: Differentially expressed genes
eCG: Equine chorionic gonadotropin
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
Ereg: Epiregulin
ERK1/2: Extracellular signal-regulated kinases 1 and 2
FSK: Forskolin
GC: Granulosa cell
hCG: Human chorionic gonadotropin
LATS1/2: Large tumor suppressor kinases 1 and 2
LH: Luteinizing hormone
Lhcgr: Luteinizing hormone/choriogonadotropin receptor
Pgr: Progesterone receptor
PKA: Protein kinase A
Ptgs2: Prostaglandin-endoperoxide synthase 2
RUNX: Runt-related
Ser: Serine
TAZ: Transcriptional coactivator with PDZ-binding motif
Tead1–2–3–4: TEA domain transcription factor 1–2–3–4
Tnfaip6: TNF apha induced protein 6
YAP1: Yes-associated protein 1

# Supplementary material for: The granulosa cell response to luteinizing hormone is partly mediated by YAP1-dependent induction of amphiregulin
**Source:** Cell Commun Signal. 2022 May 26;20:72. doi: 10.1186/s12964-022-00843-1
**Supplement:** Supplementary file 2 — Additional file 1. In silico analysis of the Areg promoter region to locate DNA binding motifs.

Raw images used to quantify WBs

The Granulosa Cell Response to Luteinizing Hormone is Partly Mediated
by YAP1-Dependent Induction of Amphiregulin

By: Philippe Godin, Mayra F Tsoi, Martin Morin, Nicolas Gévry and Derek Boerboom

FIGURE 1

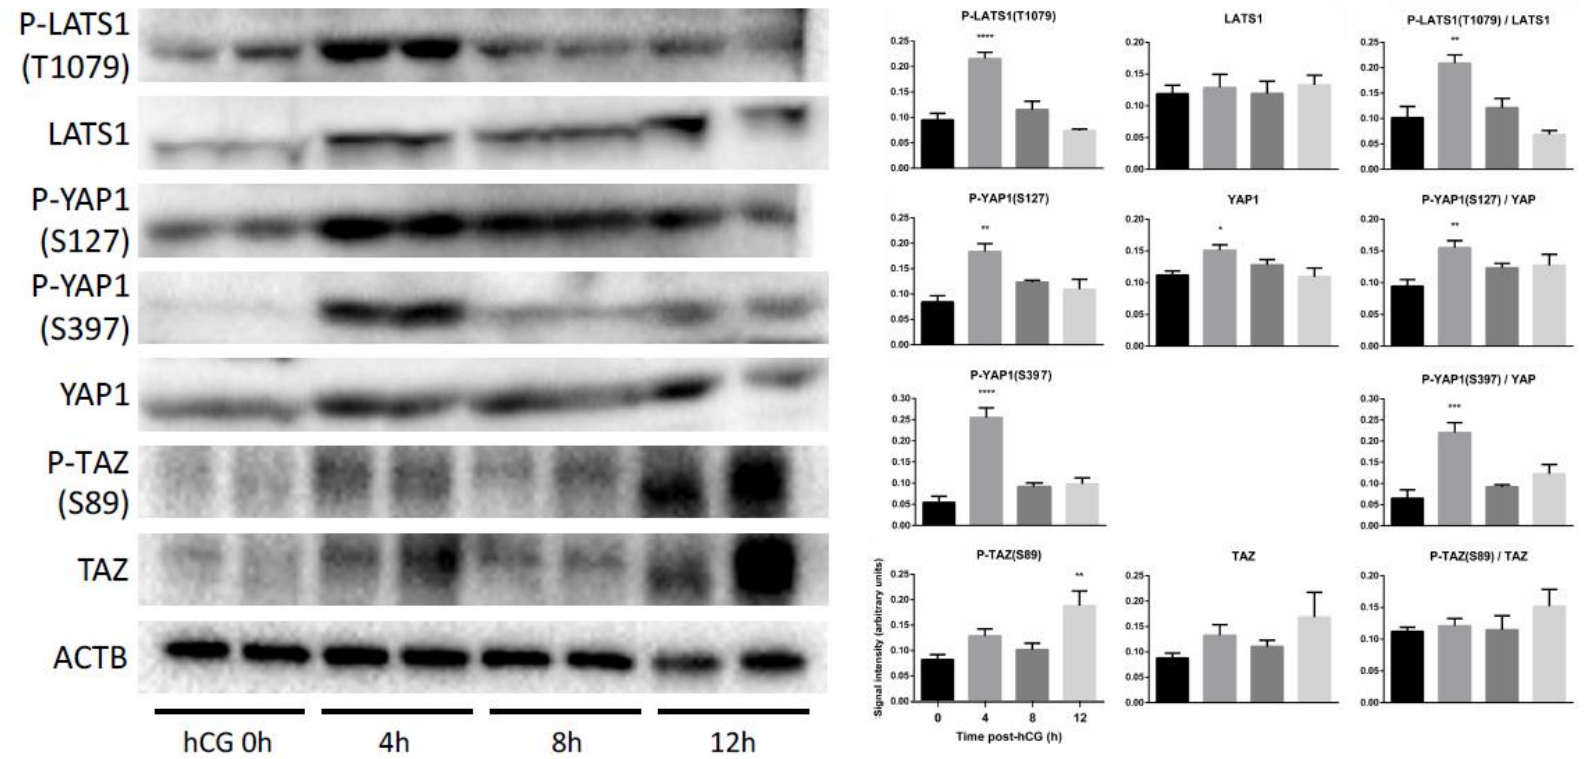

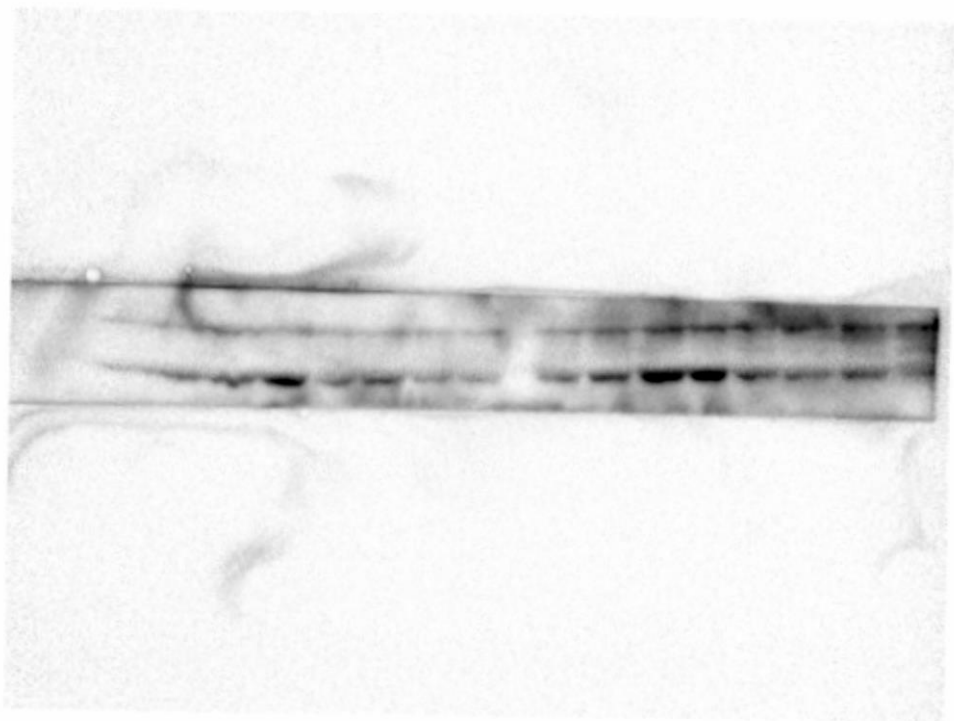

P-lats1

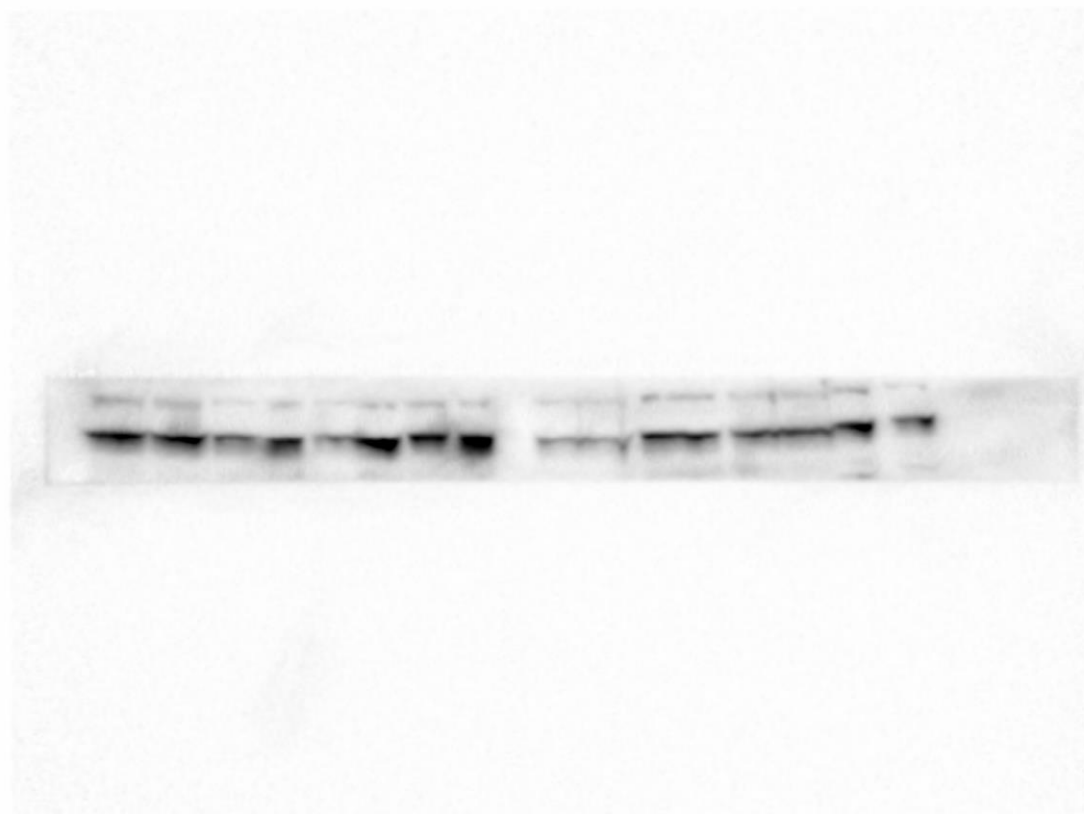

Lats1

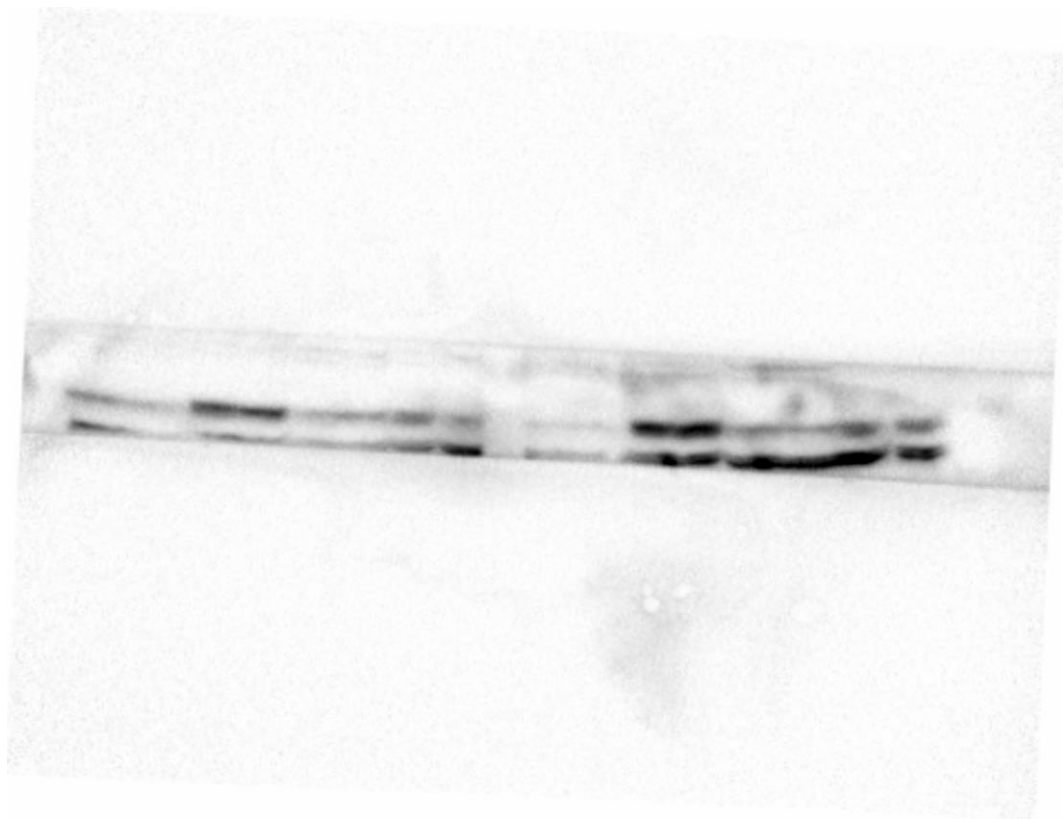

P-Yap1 397

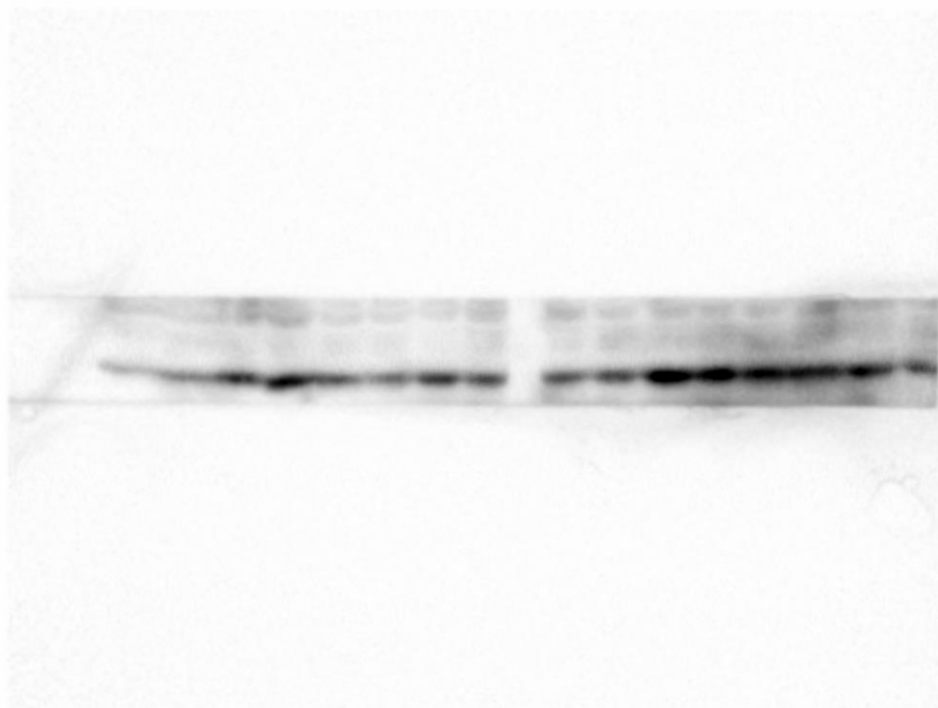

P-Yap1 127

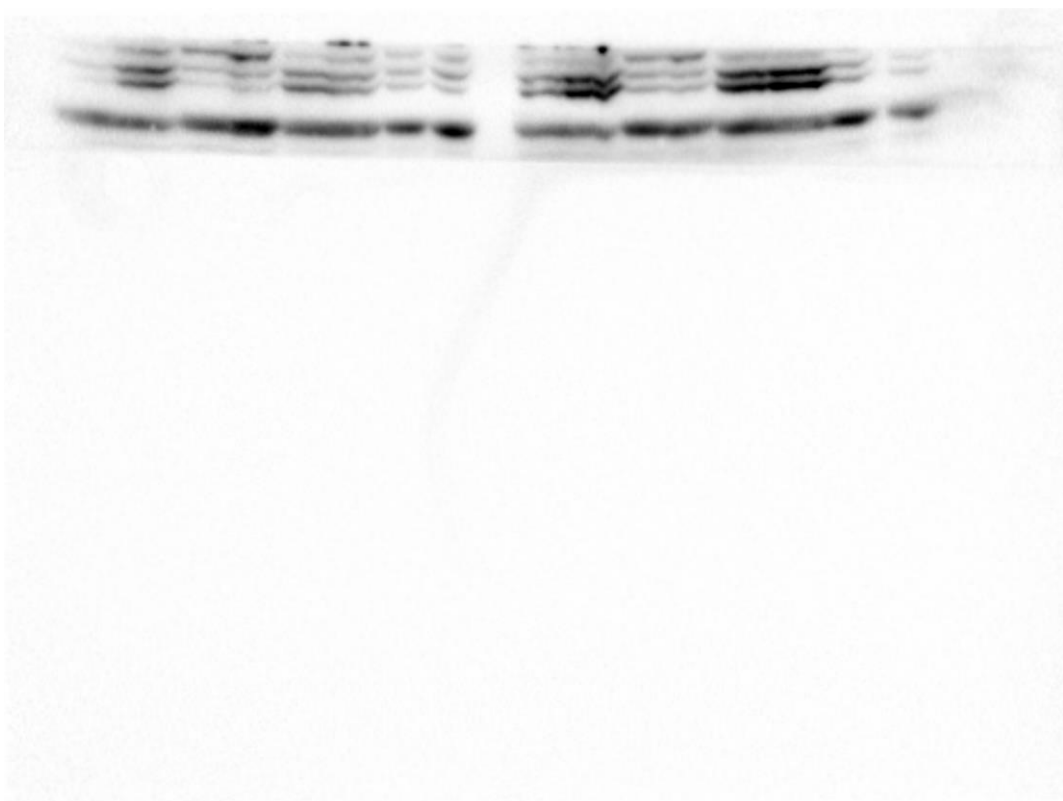

Yap1

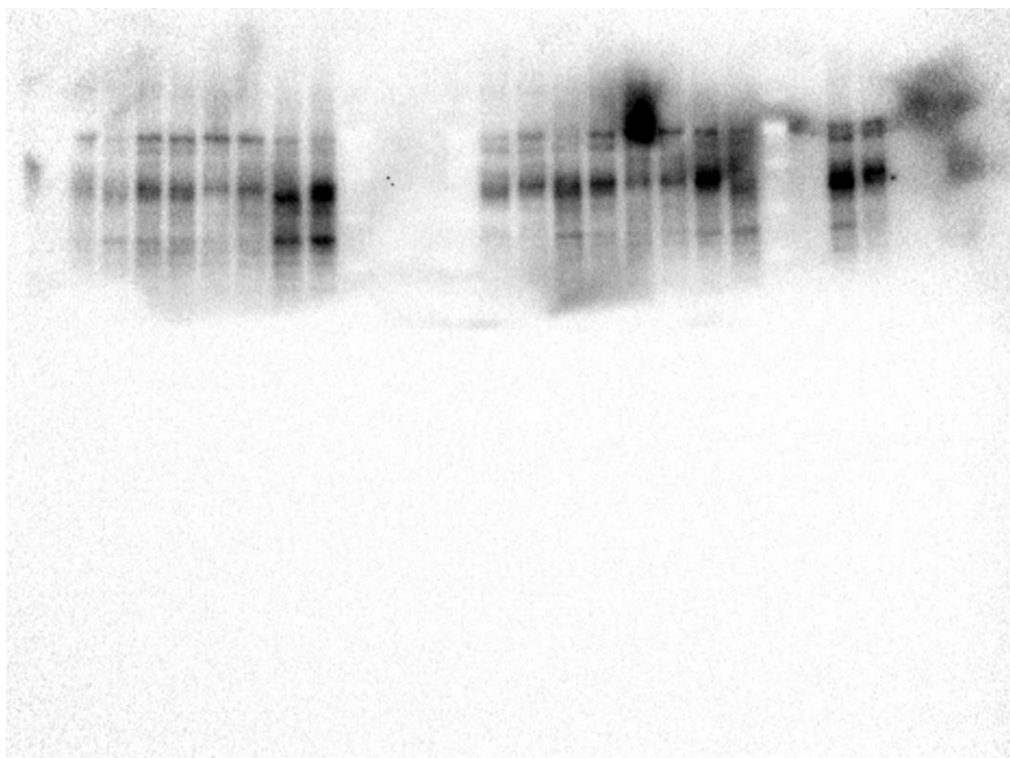

P-Taz

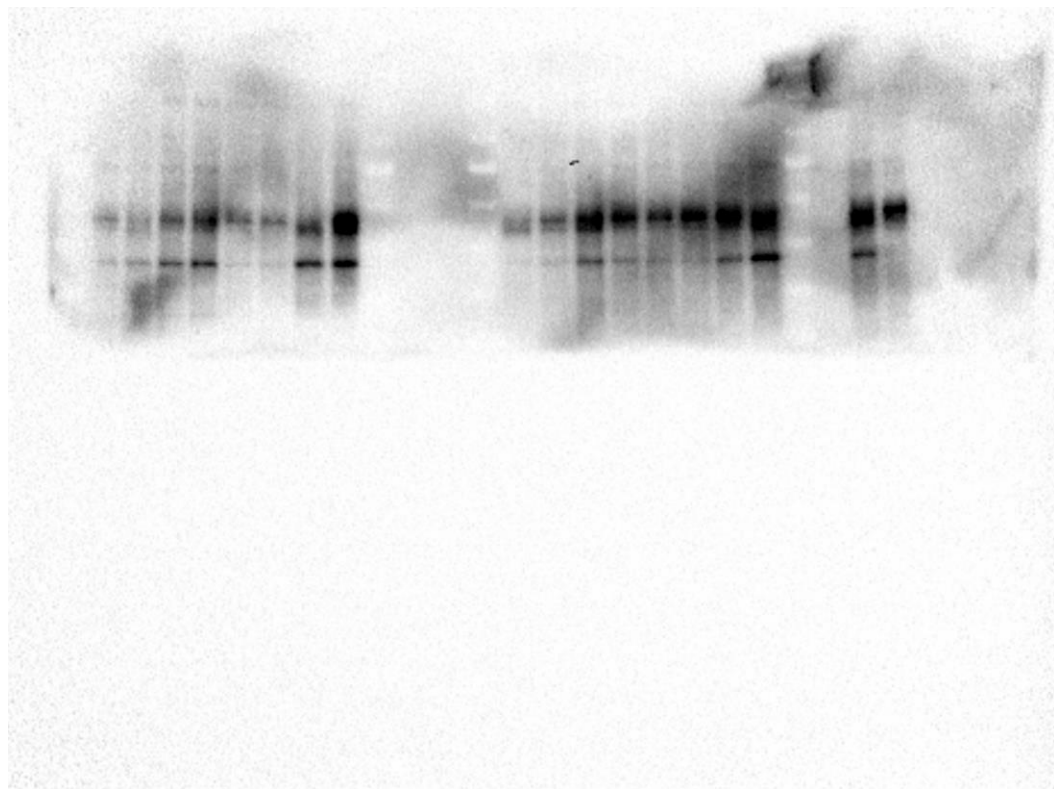

Taz

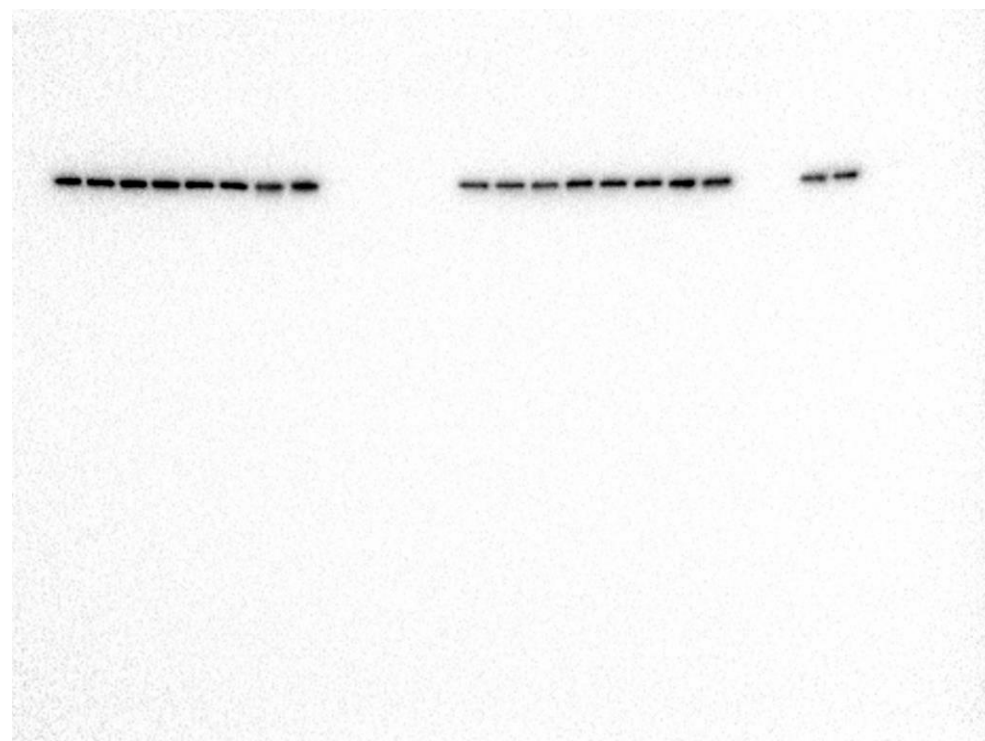

B-Actin

FIGURE 2

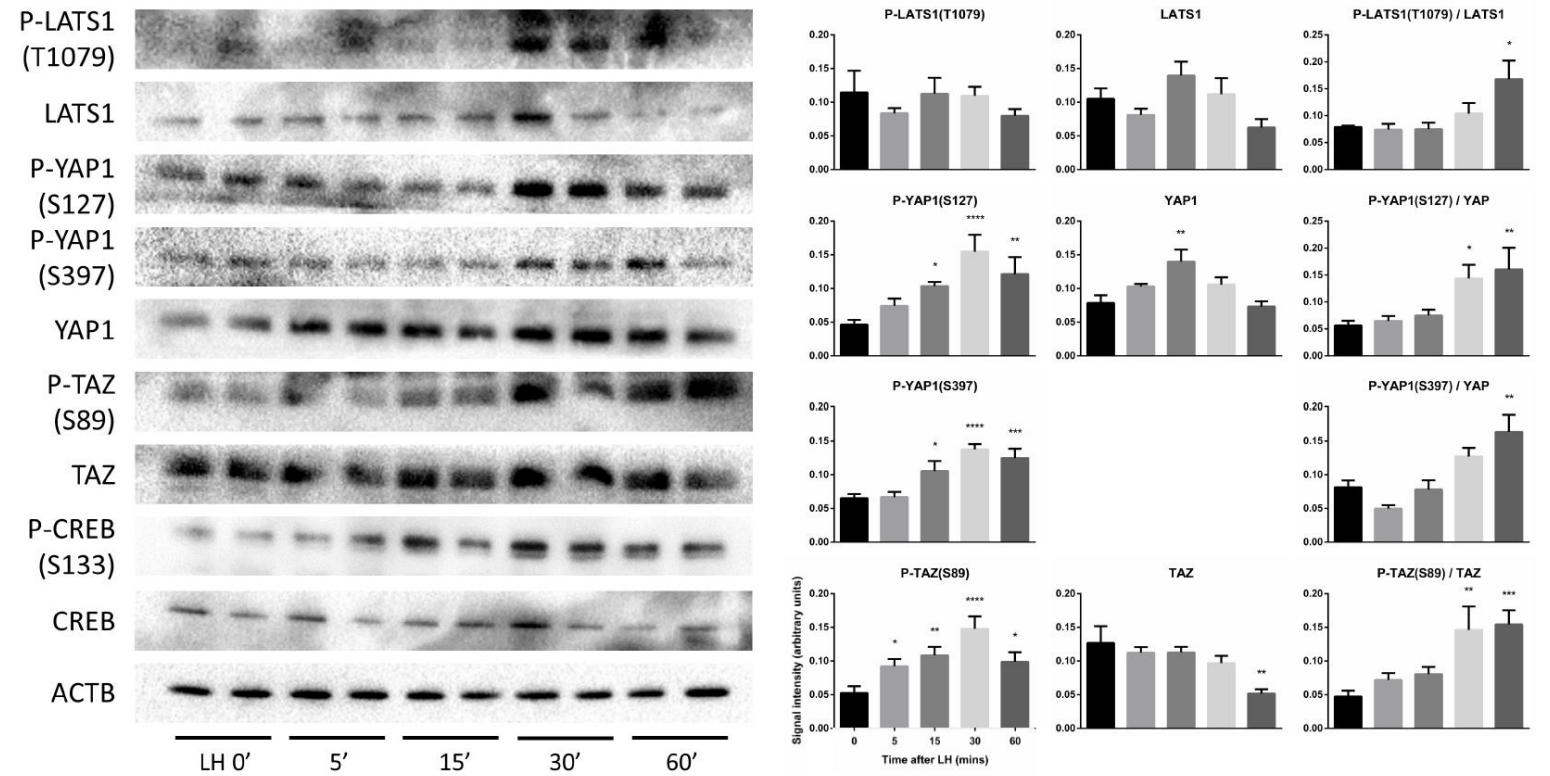

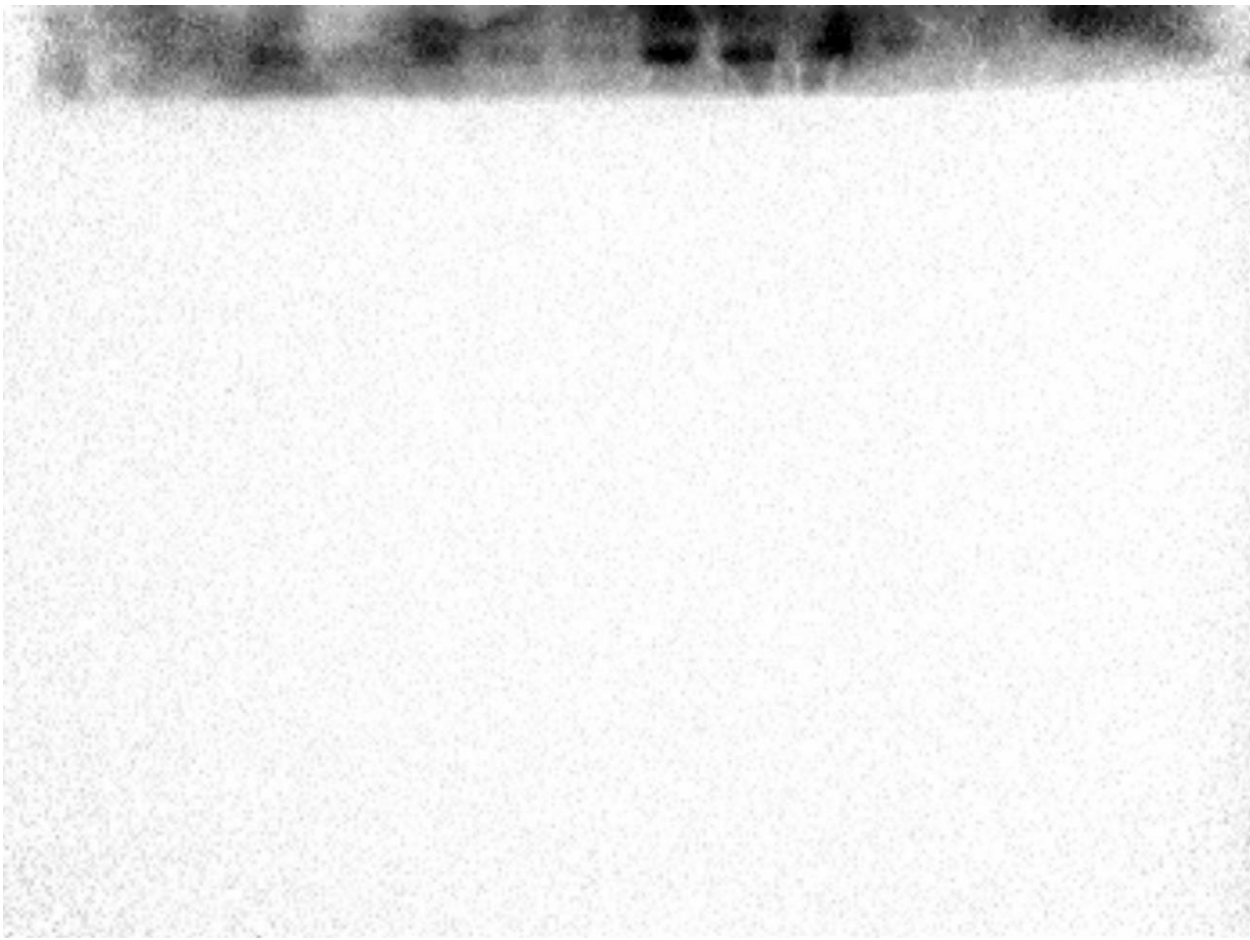

P-lats1

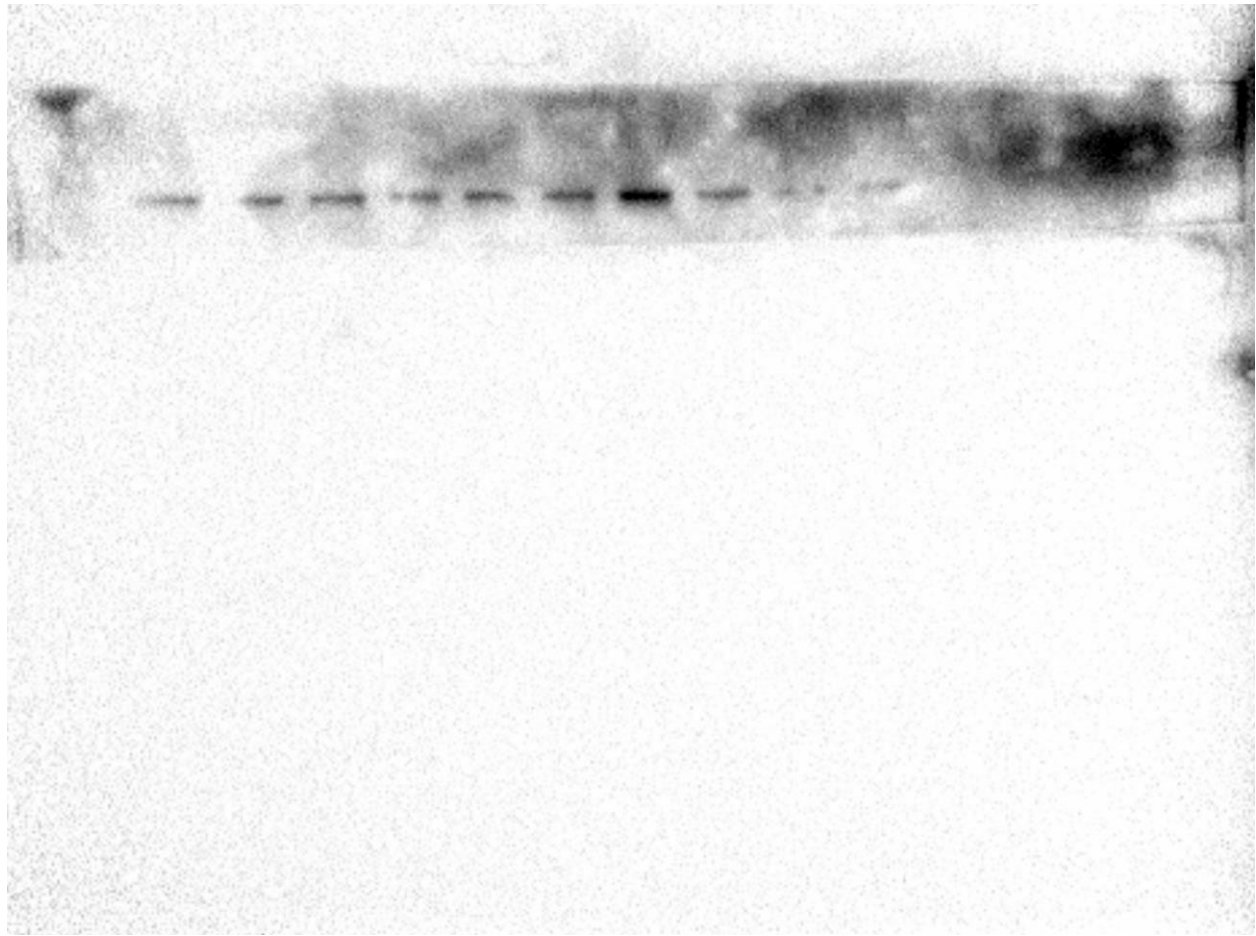

Lats1

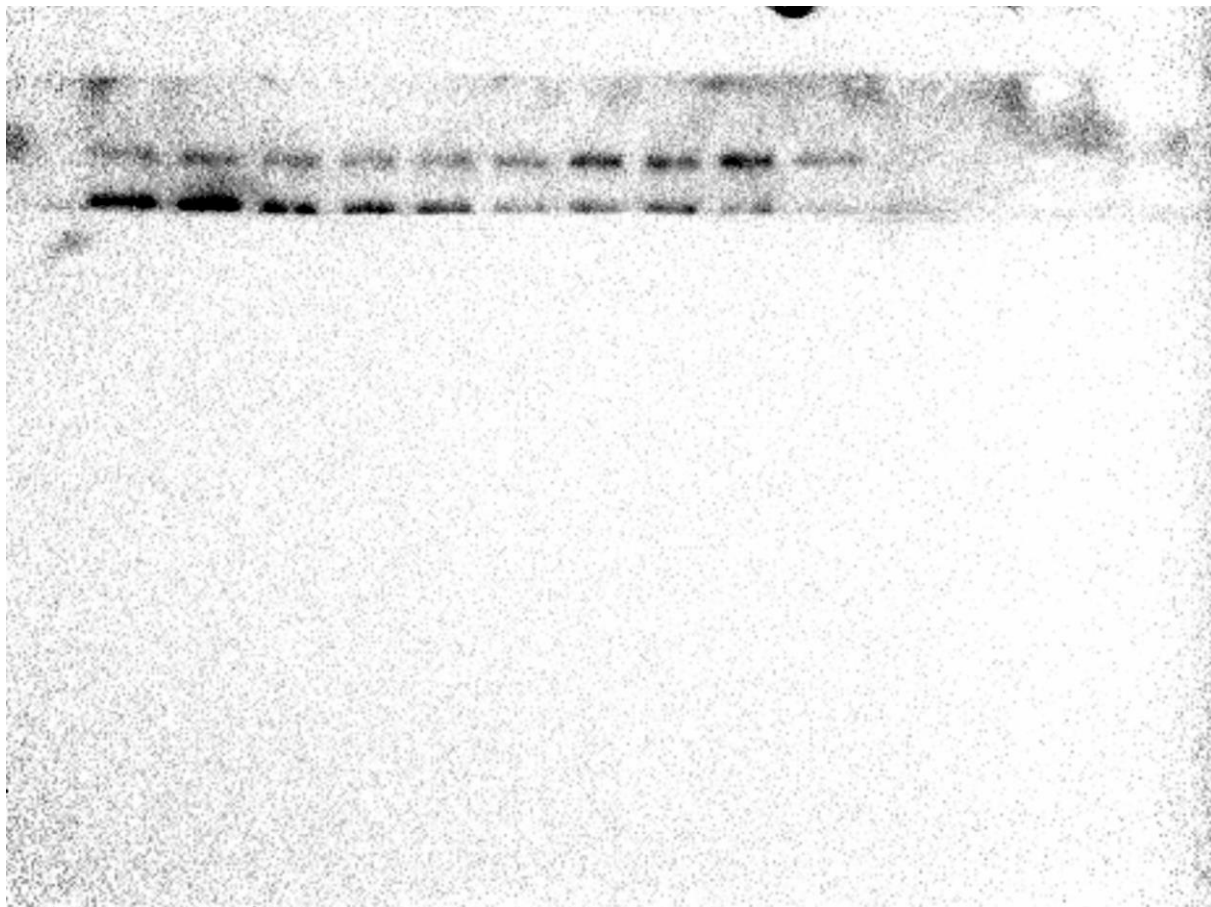

P-Yap1 397

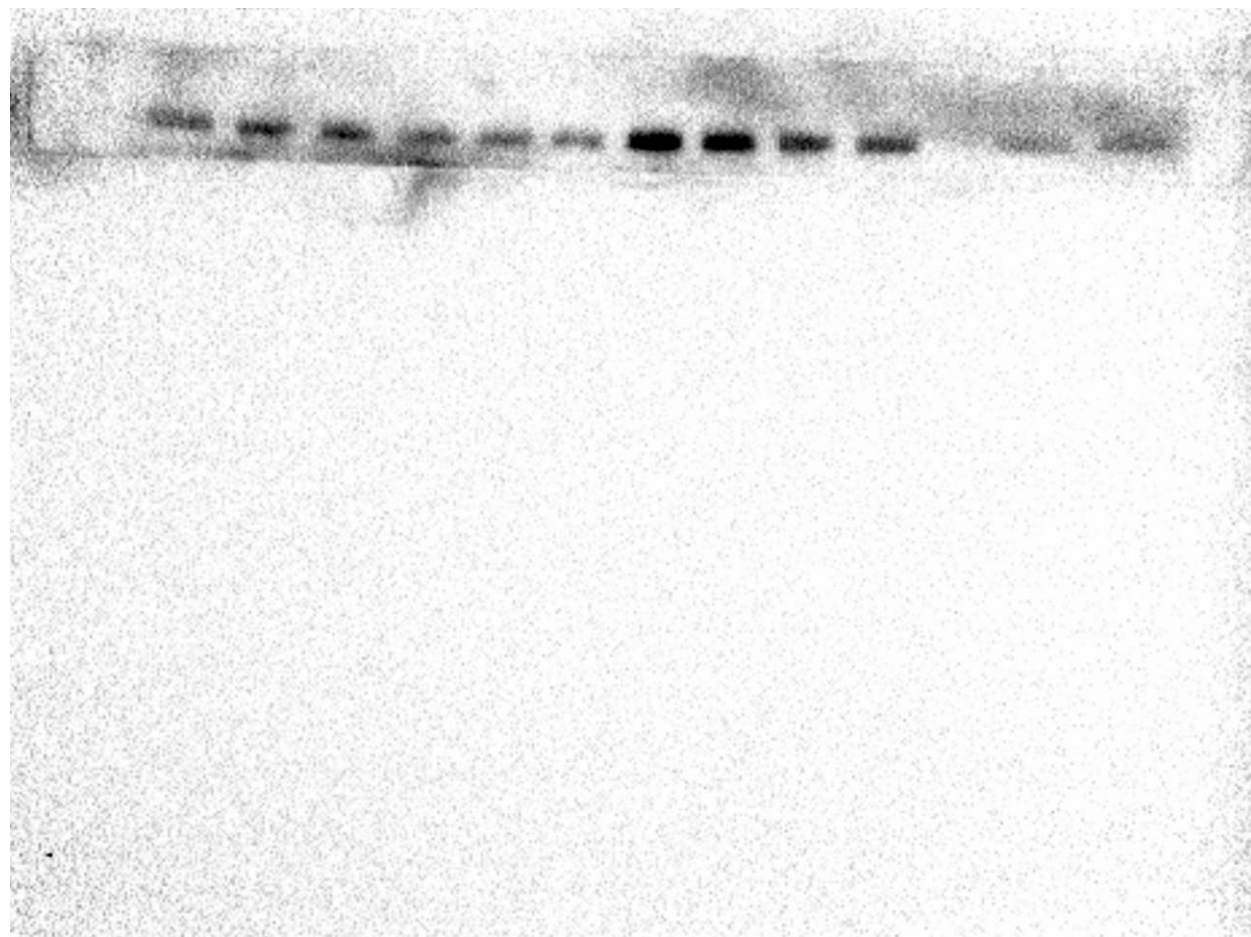

P-Yap1 127

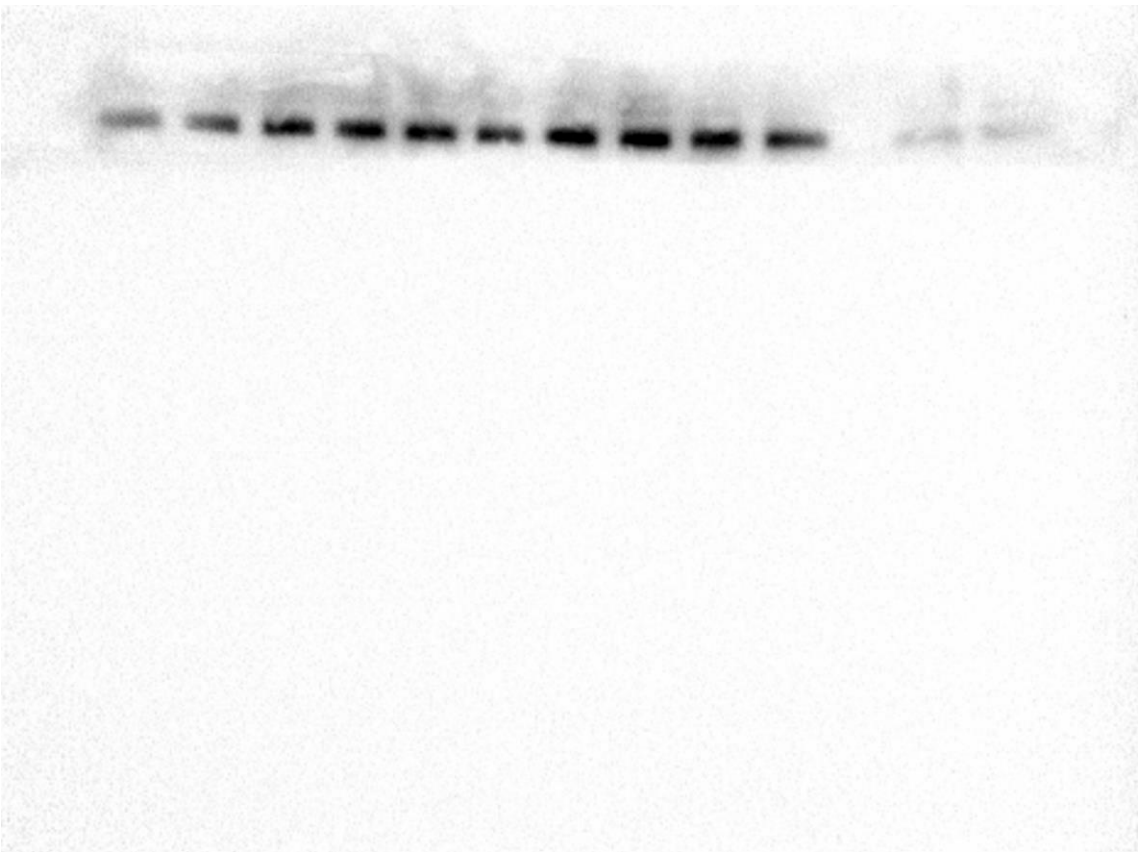

Yap1

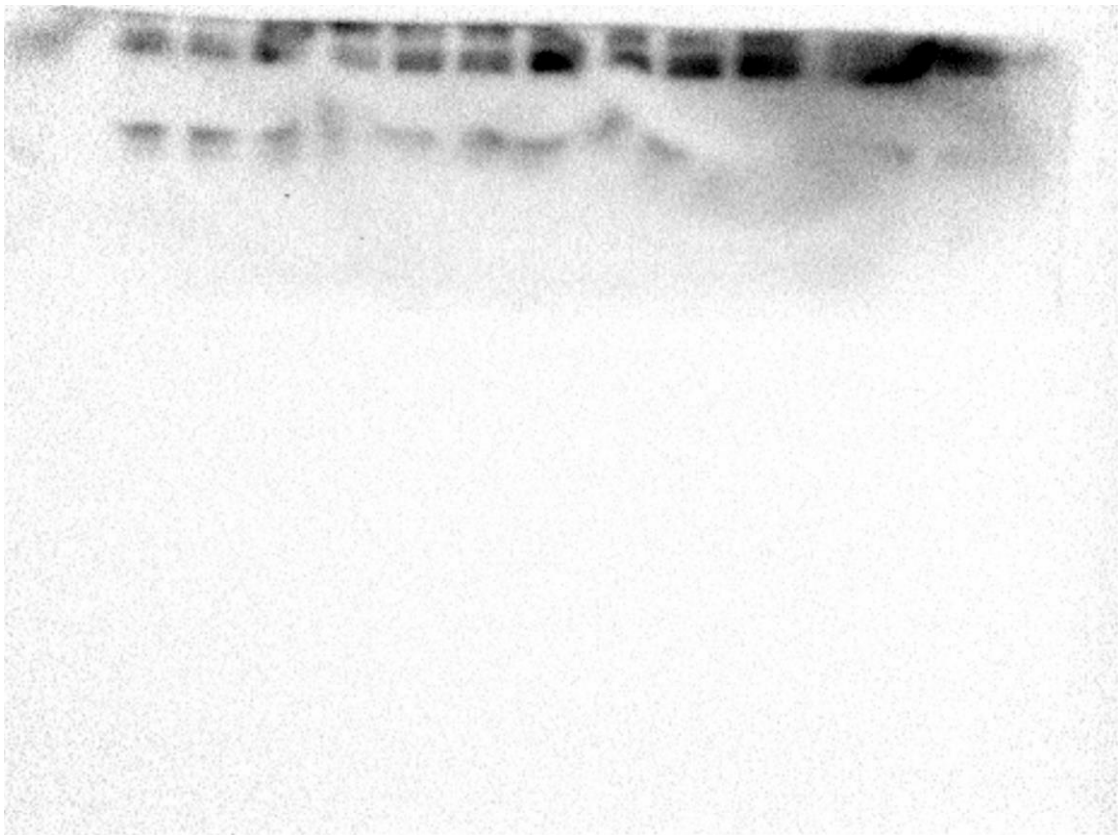

P-Taz

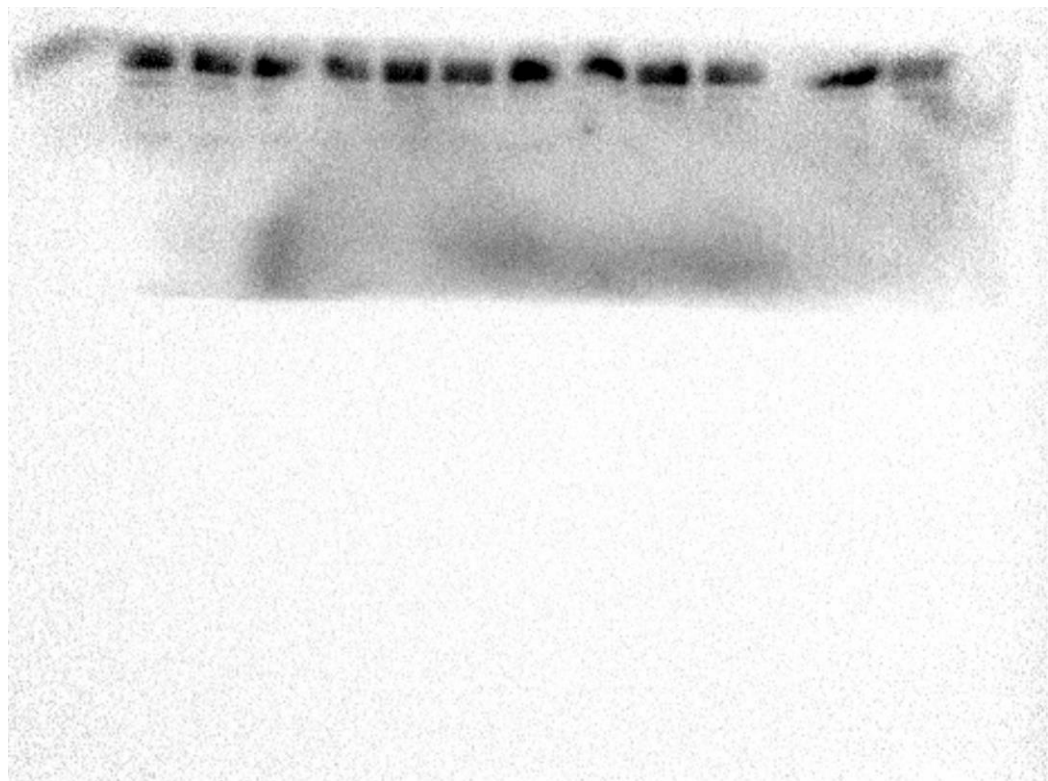

Taz

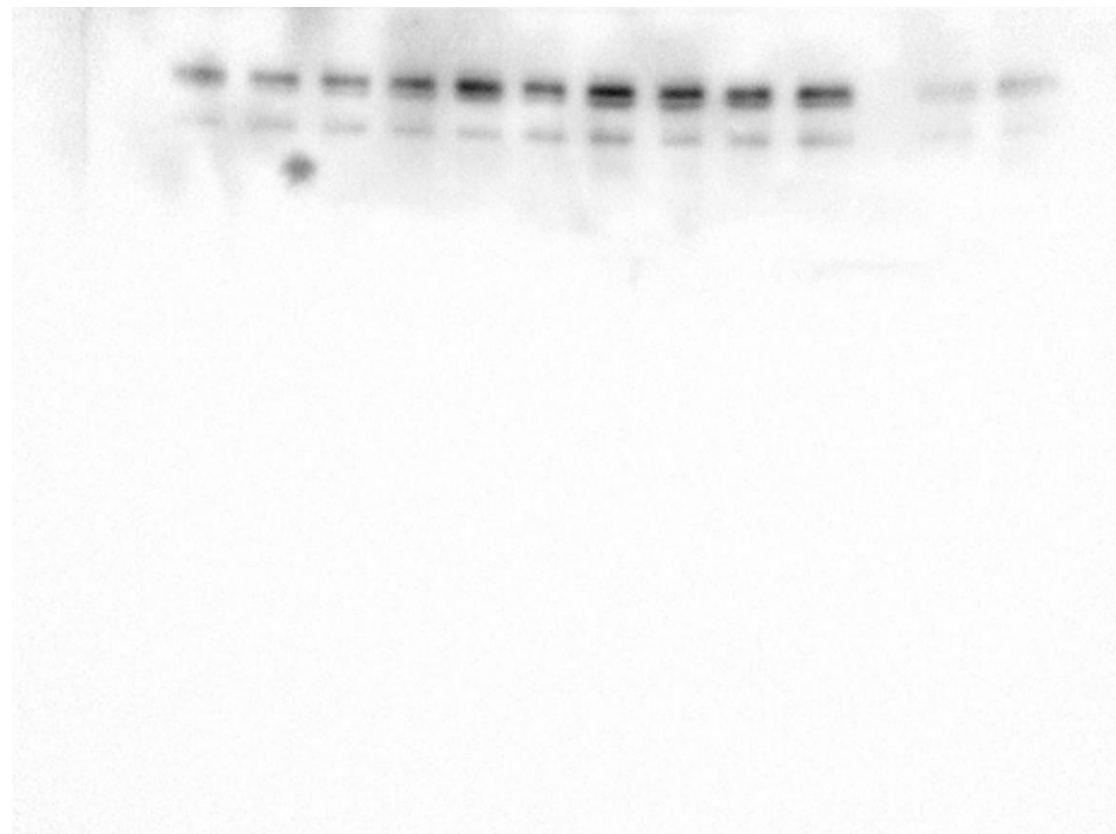

P-Creb

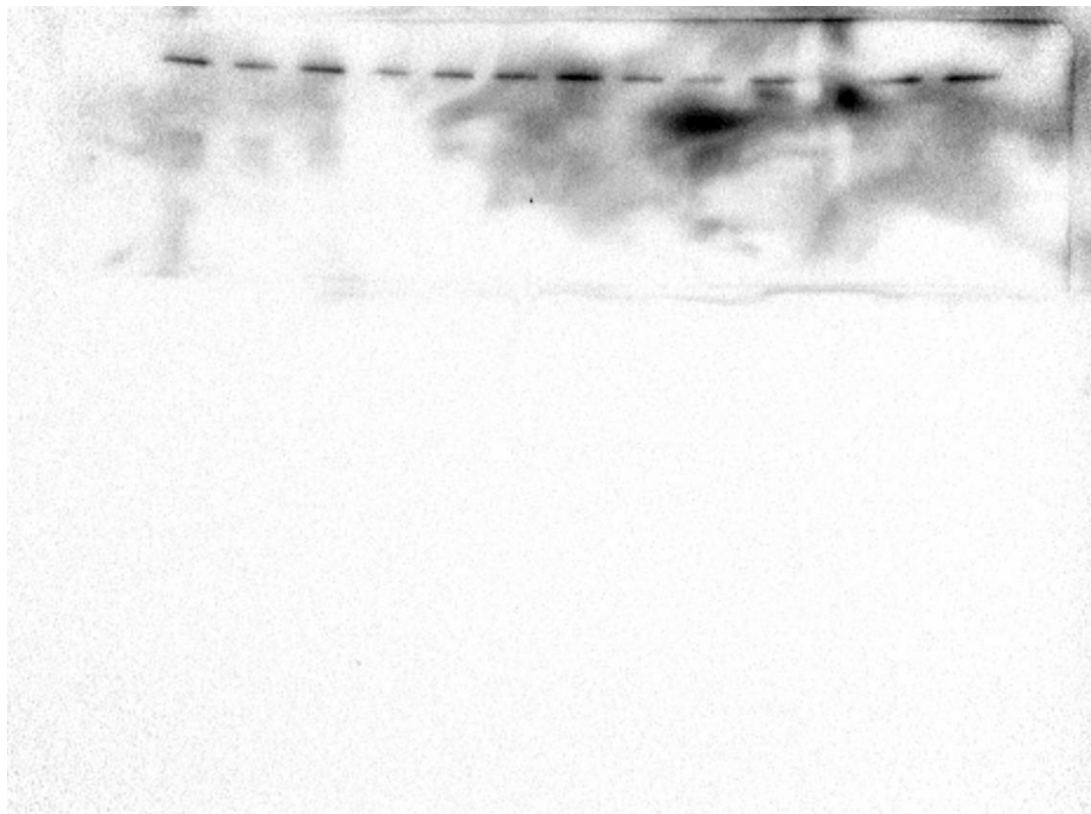

Creb

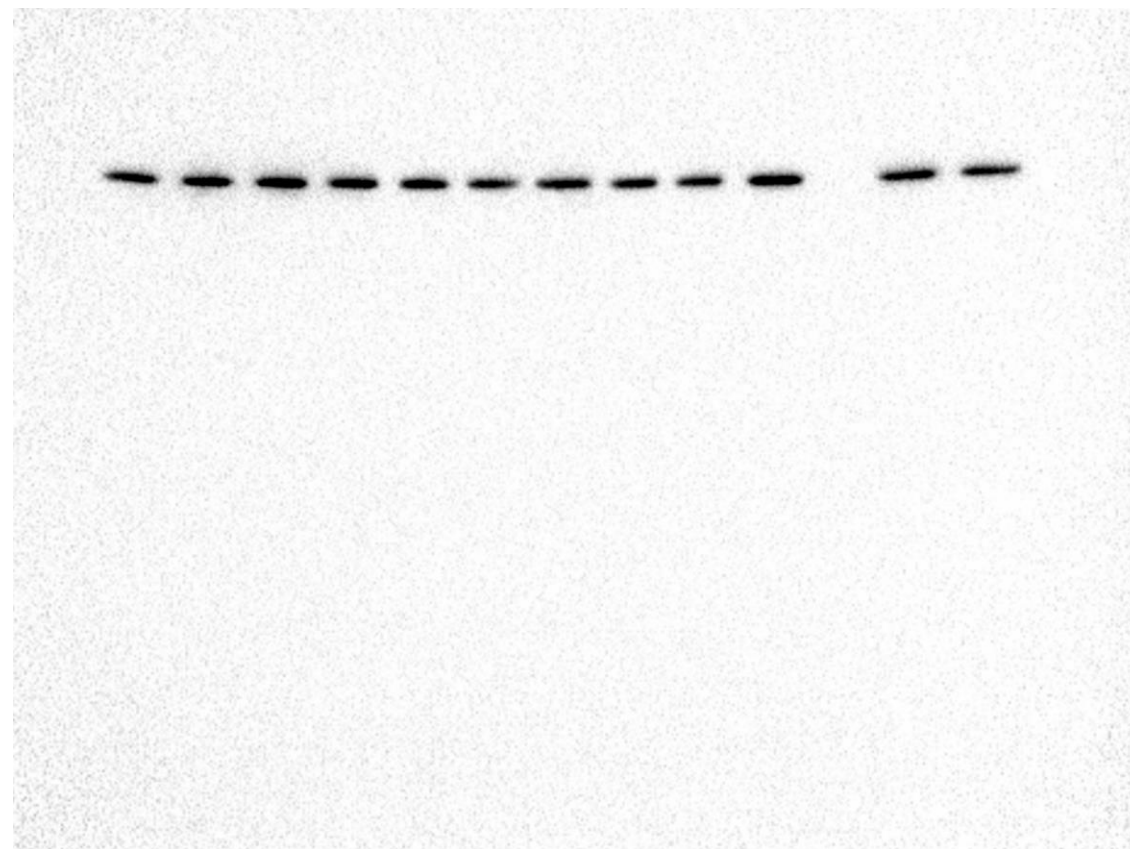

B-Actin

FIGURE 3

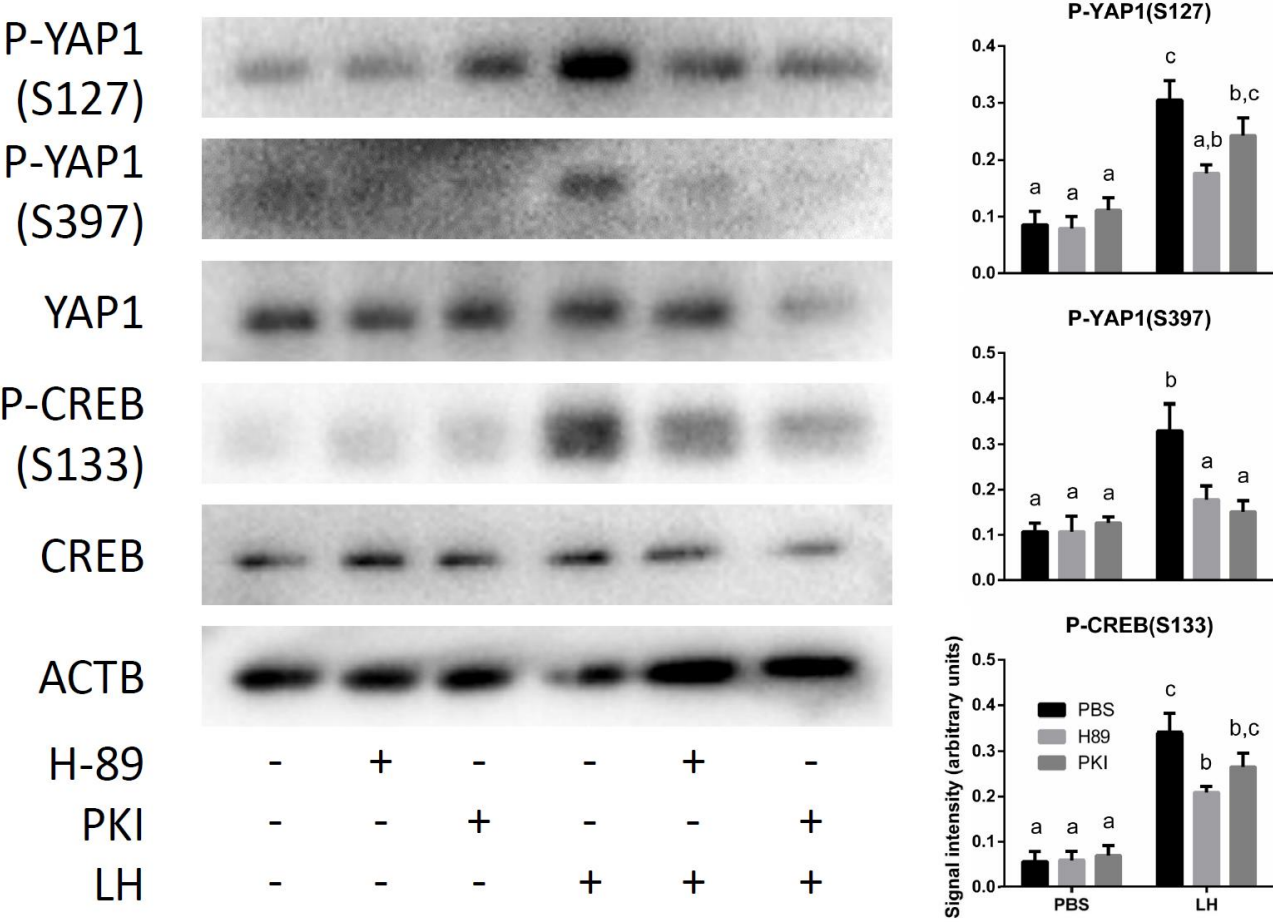

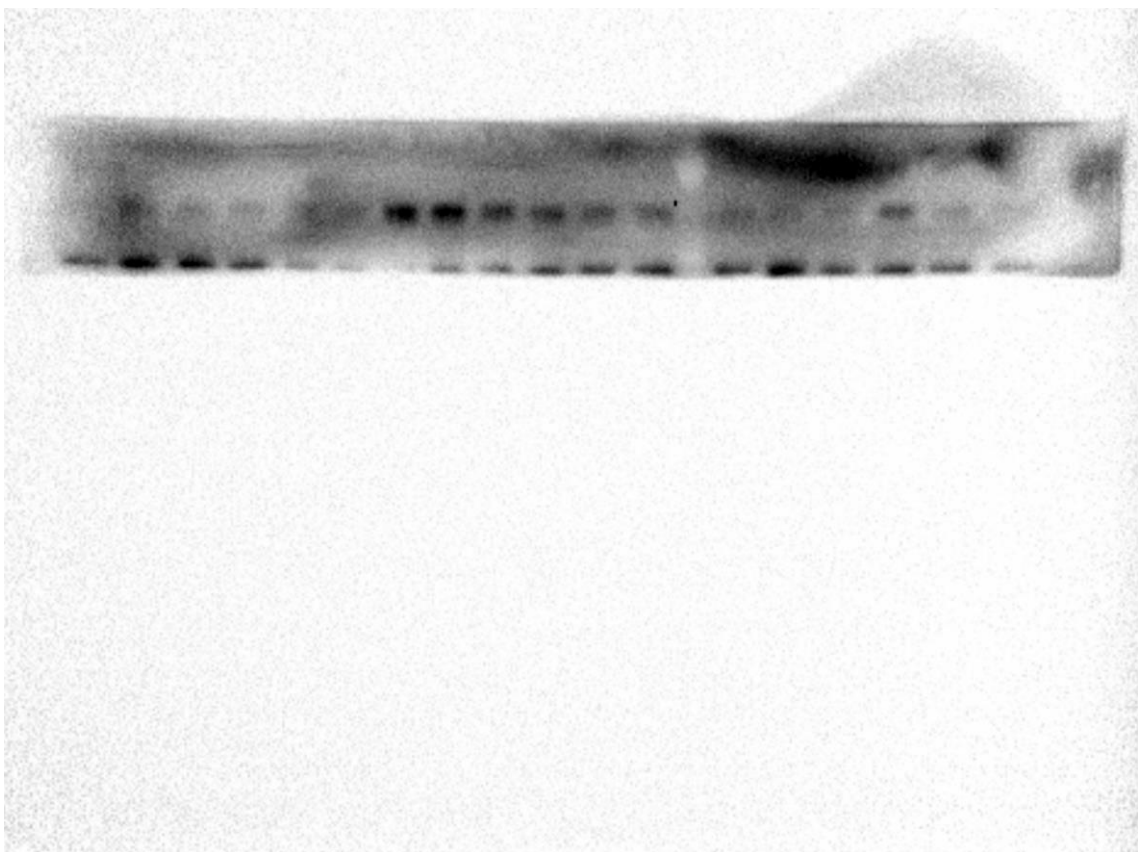

P-Yap1 397

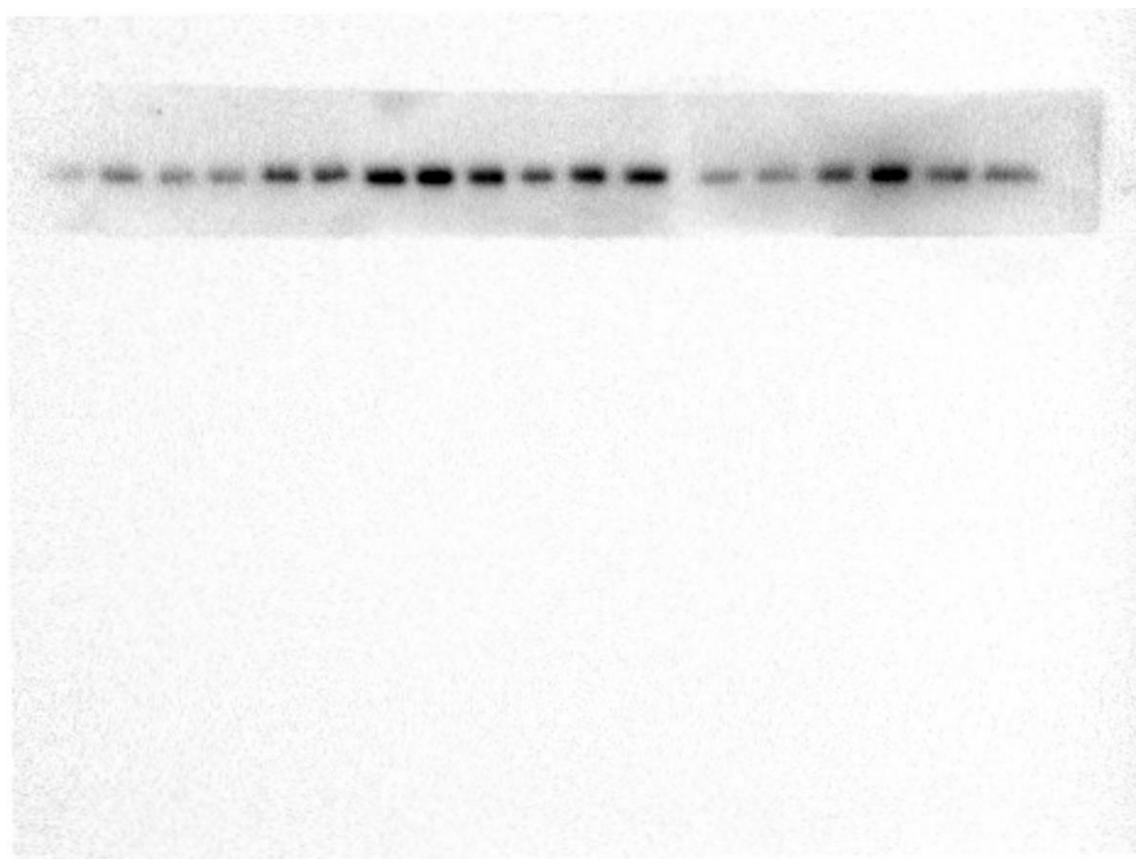

P-Yap1 127

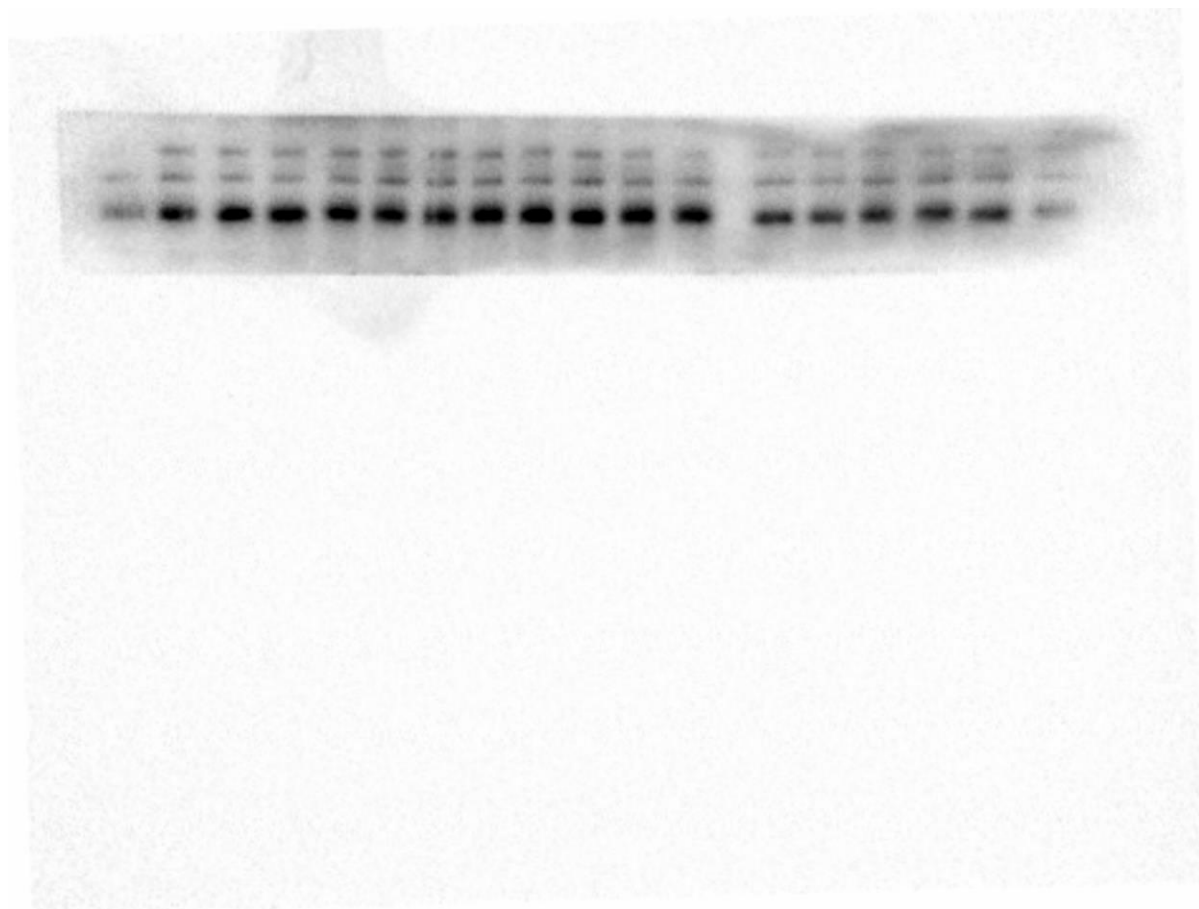

Yap1

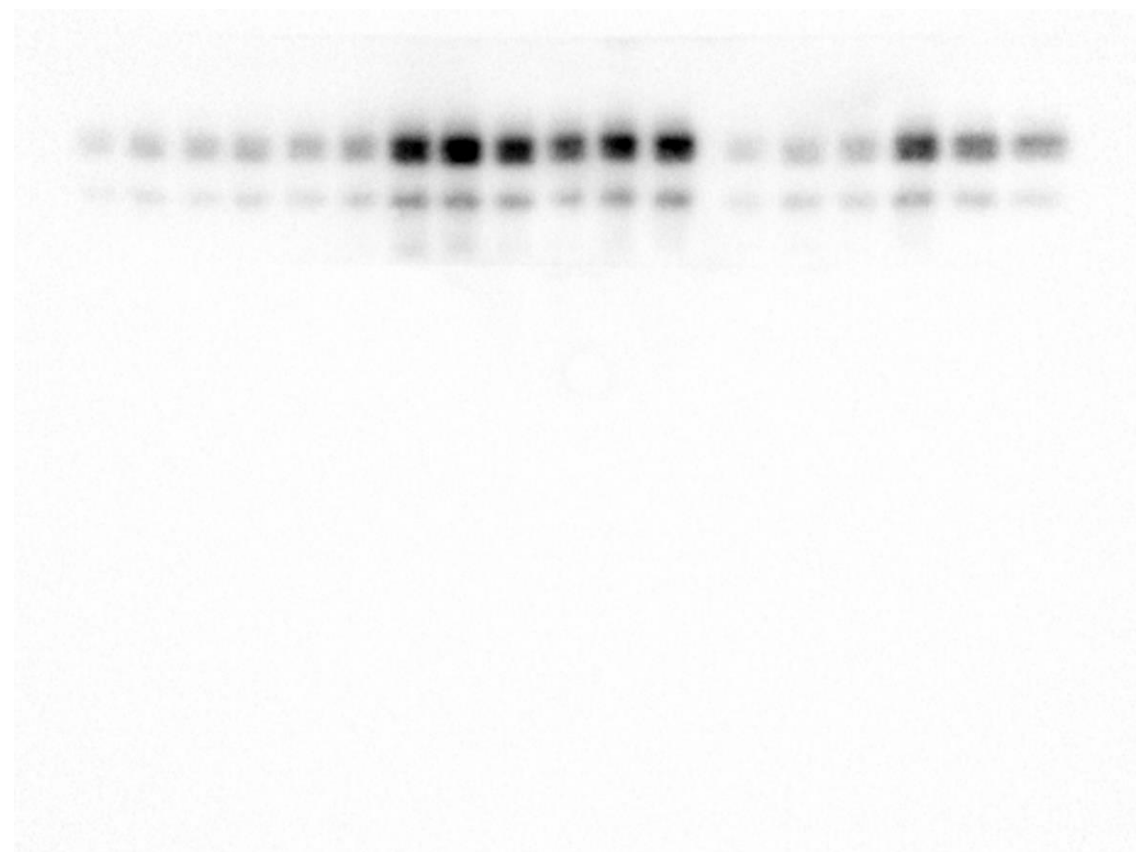

P-Creb133

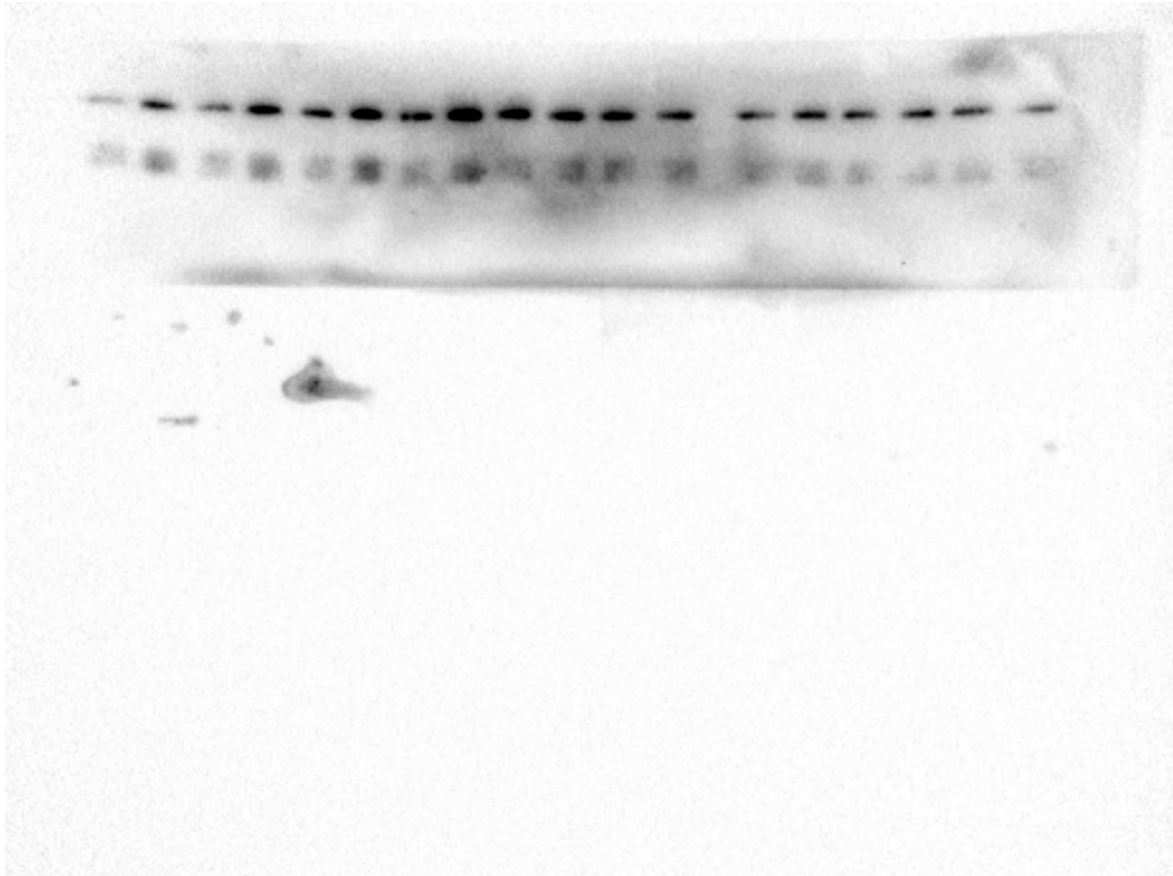

Creb

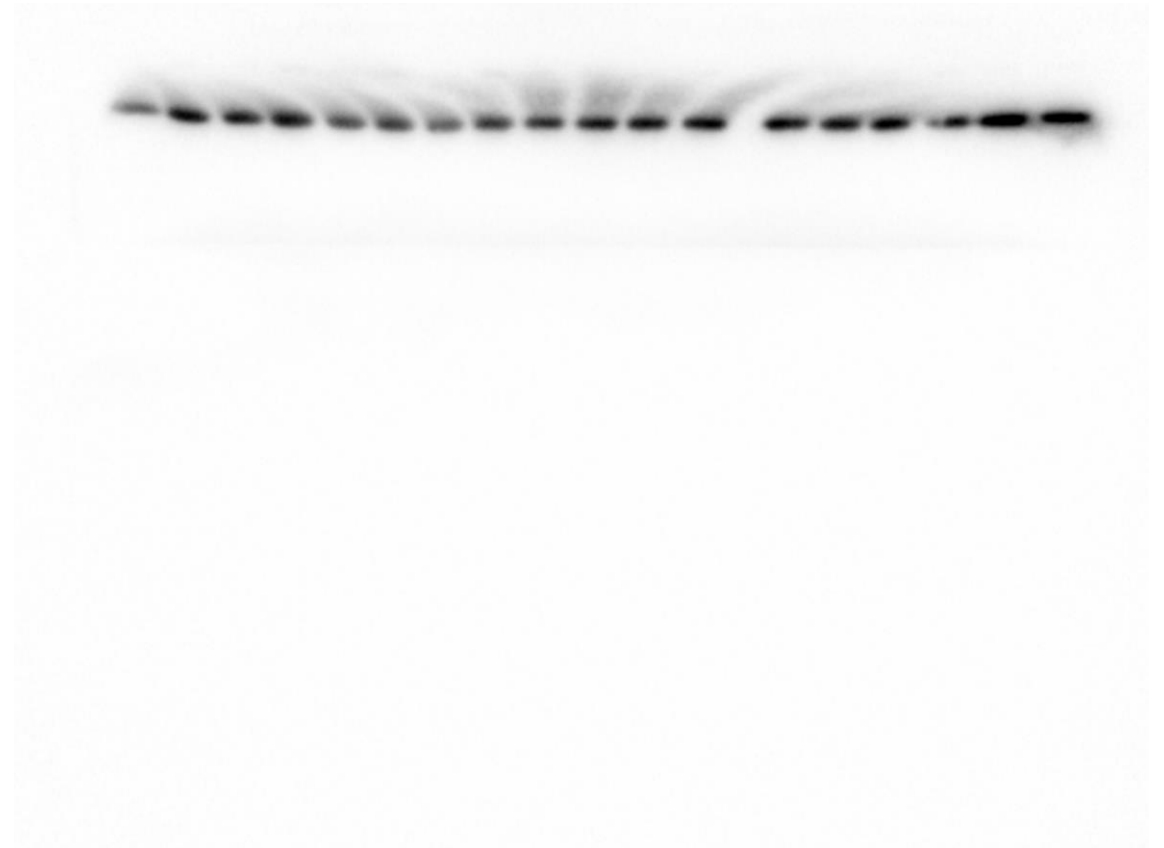

B-Actin

How the deposited data were processed for this re-analysis (not part of the article)

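Gene expression was measured with Affymetrix Mouse Clariom S arrays in cultured GCs of *Yap1*/*Taz* floxed mice, in 3 samples infected with Ad-eGFP and 3 infected with Ad-Cre, 18 h after infection. Samples were assigned to groups from their labels, which the paper's description of the experiment matches apart from the time of eCG priming (48 h in the paper, 44 h in the labels). The other arrays that the paper compares, of LH-treated wild-type GCs and of *Erk1/2*-deficient GCs, were not analysed here.

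The deposited log2 signals hold 1 value per probe set and array. The authors preprocessed the arrays with the Affymetrix Gene Expression Console according to the paper, and the submitters' processing notes name Transcriptome Analysis Console 4.0; the summarisation, background correction and normalization behind the log2 values are not given in the sources used here. The authors' deposited table of the comparison gives, for 20464 probe sets, a signed fold change (a score written as minus the inverse ratio where the gene is lower), its log2, a p-value and an adjusted p-value from limma. All 68 fold changes of Table 1 equal that table to 2 decimals. Its log2 fold changes are smaller than those of the log2 signals (the signals' differences have a slope of 1.64 on them, with the same sign for 90.6% of probe sets), so fold changes of the 2 are not on the same scale.

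Of 28846 rows of signals, 6640 array controls were left out and 22206 probe sets were tested, of which 20464 have a gene symbol in the authors' deposited table; 1742 have none and are unnamed here. Symbols were updated through their Entrez numbers with the RefSeq table of GRCm38.p6, which changed 777 of them. That table served for names only. Positions are those of the deposited table, which names no genome build. Where a gene has several probe sets the brightest was used. The 29 probe sets with a value at the upper limit of the signal were kept.

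The main comparison was Ad-Cre minus Ad-eGFP with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, two-sided), with Benjamini-Hochberg adjustment over all probe sets tested. Counts are given at an adjusted p under 0.05 and at the thresholds of the paper, an unadjusted p of at most 0.05 and a fold change of at least 1.5. For 25 gene lists, the mean log2 fold change was tested with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists, and members were counted over all genes and adjusted over the list alone. The lists cover ovulation and LH-response, ERK1/2 feedback, angiogenesis, GC identity, YAP/TAZ target, Hippo, EGF family, steroidogenesis, cholesterol synthesis, cell cycle, interferon, p53, ATF4, actin and housekeeping genes, markers of oocytes and of 6 other cell types of the ovary, and 3 lists from Table 1. The others were written before the deposited values were examined but after those of Table 1 had been seen. The ovulation, ERK1/2 and other lists share genes with Table 1, which were chosen as lower on these arrays. Each list was also tested without these genes, a test tilted against a lower mean and chosen after the data were examined. Lists of heat shock and cumulus cell genes were also added then. The list genes *Tm7sf2*, *Rigi*, *Insl3* and *Hbb-b1* had no match. The oocyte marker score of an array is the mean of 51 markers, each centred on its mean over the 6 arrays; it was compared by exact permutation of the arrays.

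The rule for named genes takes *Yap1*, *Wwtr1* and the genes the paper names for this experiment, the 12 largest positive and 12 largest negative differences, up to 4 members of each list with the largest absolute log2 fold change, and the members called in a list with 5 or fewer calls. The 12 were to come from probe sets with 1 gene symbol at an adjusted p under 0.05 whose groups do not overlap. None passed, so by the same rule they were filled from those at the thresholds of the paper, leaving out predicted genes and receptor and immunoglobulin segments. The values of Table 1 had been seen when the rule was written. *Hspa1b*, *Hspa1a*, *Hsp90aa1*, *Cnot4*, *Vegfa* and *Cxcl12* were chosen after their values were seen. Set before the data were examined, the other settings were quantile normalization, centring on the array median, filters on dim probe sets (below the 95th percentile of receptor genes, or the dimmest 25%), the methods' t-test, limma with trend and robust options, array weights, the authors' deposited p-values, probe sets with a symbol only, the replicate number as a block, the oocyte marker score as a covariate, each array left out, and for the lists camera with an estimated correlation, fry and all probe sets of a gene. Figures were drawn with matplotlib 3.10.9.

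The steps were tested on simulated arrays of 22206 probe sets with the spread of the real ones, drawn independently of each other, 3 against 3. Of 50 probe sets each with a planted log2 change of 1, 2, 3 or 4, limma recovered 0%, 52%, 82% and 98% at an adjusted p under 0.05, and 74%, 98%, 100% and 100% at the thresholds of the paper. The lack of calls after adjustment therefore leaves room for log2 changes of 1 or 2. The planted probe sets were chosen at random, so larger changes can also be missed in genes with a wider spread. *Gdf9* (-4.36, SD 2.08 in Ad-eGFP and 1.84 in Ad-Cre GCs) had an adjusted p of 0.610 from limma. No 2 arrays were copies of each other: correlations within groups lay between 0.928 and 0.958. The number of arrays and the signal over background limit the precision.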

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

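The tests on carry-over for the oocyte and ovulation genes, the heat shock and cumulus lists, the lists without Table 1 genes and the shares without the array of the highest oocyte marker score were chosen only after the result was seen.

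*Yap1* and *Wwtr1*, the targets of the deletion, were not lower on the Ad-Cre arrays (log2 fold changes 0.45 and -0.05). Scaling of the arrays is argued against for *Yap1*, since its smaller value under other scalings was 0.39. Array medians lay between 7.4 and 7.47, so centring on them could change little in this and the checks of scaling below. Signal of *Yap1* and *Wwtr1* near background stays open: the brighter of them lay -3.73 log2 units from the 95th percentile of receptor genes, but most probe sets lie below that level, so the test decides little. Probes outside the floxed exons were not tested.

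Oocyte markers, a class the paper removed from its gene lists as presumed contamination, had a mean log2 fold change of -1.428, and ovulation genes one of -0.787. Unequal carry-over of oocytes is a candidate explanation for the oocyte genes: the within-group range of their score lay at percentile 100 of random lists. Genes of random lists need not vary together, so this percentile decides little. Within groups, 50 of the 51 markers varied with the others, so the oocyte signal did differ between samples of the same group. The smaller within-group range was 0.758 for oocyte markers, 0.664 for erythroid markers and 0.640 for actin genes. Such a range also does not show why the groups differ. For the ovulation genes, 44.8% of the difference was left with the oocyte marker score in the model (slope exact permutation p = 0.0833), and 28.5% without Ad-eGFP replicate 3, the array with the highest score, while camera with its preset correlation still called the list with that covariate (adjusted p = 0.0243) and with an estimated one did not (adjusted p = 0.868), so carry-over of cumulus-oocyte complexes cannot be told apart from an effect of the deletion, and 15 of the 39 are genes of Table 1, without which the mean was -0.162. Leaving out those 15, chosen as lower on these arrays, raises the mean by itself. Cumulus cell genes lay at percentile 98.4 of random lists, against fewer cumulus cells, but within the spread of the arrays (camera p = 0.579 with an estimated correlation). Scaling left the ovulation mean at -0.72 or further from 0, which argues against it, and an effect of the deletion stays untested.

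Heat shock genes, outside those the paper discusses, had a mean log2 fold change of -1.068, with -2.55 for *Hspa1b*, -2.71 for *Hspa1a* and -2.69 for *Hsp90aa1*. Scaling left the mean at -0.95 or further from 0, which argues against it. With the oocyte marker score in the model 71.4% of the difference was left (slope exact permutation p = 0.333), and 46.3% without Ad-eGFP replicate 3, so the share depends on 1 array and unequal oocyte carry-over cannot be told apart from an effect of the deletion or of the virus.

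Cell cycle genes, also outside the paper's discussion, had a mean of -0.382, and of 0.109 with the oocyte marker score as a covariate. Genes of the ATF4 and unfolded protein response had a mean of -0.325, and of -0.029 with that covariate. *Cnot4*, a subunit of a deadenylase complex, had a log2 fold change of -2.737.

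The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 670 higher and 914 lower probe sets at the thresholds of the paper, and the highest count in a direction of any other split was 1229; 3 of the 10 splits had as many as 670 or 914 in either direction. At an adjusted p under 0.05 the real split gave 0 probe sets by limma (1597 at an unadjusted p under 0.05, 1263 by the methods' t-test) and the highest other 0, so that 10 of the 10 splits have as many holds for any data and decides nothing.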

How the results depend on the processing

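The unique-symbol counts, the leaving out of probe sets at the upper limit, the heat shock and cumulus lists, the lists without Table 1 genes or genes at the upper limit, and the share left without the array of the highest oocyte marker score were chosen after the data were examined. No probe set passed an adjusted p of 0.05 by limma in most settings; the authors' deposited table gave 1 higher and 1 lower. At the thresholds of the paper, 137 probe sets were higher and 502 lower by the authors' deposited table, 422 and 380 by the methods' t-test, and 9 and 104 of the 1222 above the 95th percentile of receptor genes, where fewer were tested. Of the genes of Table 1, 12 were lower above that percentile, 24 by the methods' t-test and 14 with the oocyte marker score as a covariate. With that covariate the sign reversed for *Wwtr1* (0.23), *Fbxw19* (0.22), *Fbxw22* (0.051), *Fdft1* (0.0063), *Nlrp14* (0.22), *Oas1c* (0.60), *Pgr* (-0.42), *Pik3r1* (0.53), *Plk1* (0.21), *Tbp* (0.055), *Tcl1b1* (0.012), Hippo pathway components (0.18), angiogenesis genes (0.023), granulosa cell identity and FSH-response genes (0.050), steroidogenesis genes (0.20), cell cycle genes (0.11), interferon response genes (-0.041), actin cytoskeleton and adhesion genes (0.36), housekeeping genes (0.28), endothelial markers (-0.099), leukocyte markers (-0.11), stromal and smooth muscle markers (-0.048) and erythroid markers (-0.30), and the ERK1/2 feedback list (-0.068), the ATF4 list (-0.029), the oocyte markers (0, by construction) and the oocyte family genes (-0.24) were no longer called, nor was the cell cycle list, while the cholesterol synthesis (0.45) and actin lists were called and the ovulation list (-0.35, camera adjusted p = 0.0243) and those of Table 1 (-0.57 and -0.99) stayed called; with an estimated correlation and that covariate, a setting added after the data were examined, none was (ovulation adjusted p = 0.868). With quantile normalization, the sign reversed for housekeeping genes (0.11) and endothelial markers (-0.033). With centring on the array median, the sign reversed for cholesterol synthesis genes (-0.024), theca cell markers (-0.0051) and endothelial markers (-0.017). With the dimmest 25% left out, the sign reversed for cholesterol synthesis genes (-0.0054) and endothelial markers (-0.22). With array quality weights, the sign reversed for cholesterol synthesis genes (-0.0053). With probe sets above the receptor gene percentile, the sign reversed for actin cytoskeleton and adhesion genes (0.062). With the authors' deposited table, the sign reversed for erythroid markers (-0.0026). Above the receptor gene percentile the ATF4 list (-0.997) was not called and the steroidogenesis list (-1.24) was. With camera and an estimated correlation, and with fry, the ovulation (-0.79), ERK1/2 (-0.49), cell cycle (-0.38), ATF4 (-0.33), oocyte (-1.43), oocyte family (-1.64) and Table 1 lists (-1.69 and -1.54) kept their means and were not called. With each array left out in turn, probe sets lower at an adjusted p under 0.05 numbered 0 to 1 and probe sets lower at the thresholds of the paper numbered 578 to 1414. Log2 fold changes then ranged over -0.13 to 0.19 for cholesterol synthesis genes, -0.41 to -0.15 for granulosa cell identity and FSH-response genes, -0.022 to 0.088 for theca cell markers, -0.19 to 0.022 for Hippo pathway components, -0.70 to -0.35 for ERK1/2 feedback and immediate-early genes, -0.32 to 0.078 for actin cytoskeleton and adhesion genes, -0.022 to 0.057 for endothelial markers, -0.21 to 0.27 for erythroid markers, -0.23 to 0.14 for housekeeping genes, -0.33 to 0.14 for *Wwtr1* and -0.042 to 0.41 for *Pgr*. Signal differences of *Cited2*, at the upper limit, were -0.27 to 0 and are no fold changes. List means ranged over -1.93 to -0.88 for oocyte markers, -0.55 to -0.21 for cell cycle genes, -0.46 to -0.22 for ATF4 and unfolded protein response genes, -0.49 to -0.13 for steroidogenesis genes, -0.12 to -0.061 for YAP/TAZ target genes, -0.17 to -0.024 for EGF family ligands and receptors, -0.22 to -0.089 for angiogenesis genes, 0.074 to 0.24 for interferon response genes, -0.27 to -0.012 for p53 target genes, 0.023 to 0.22 for leukocyte markers, 0.0055 to 0.11 for stromal and smooth muscle markers and 0.031 to 0.13 for ovarian surface epithelium markers. Of 86 named genes that met the thresholds of the paper, 32 did not with at least 1 array left out, a count chosen after the data were examined: *Actn1*, *Asns*, *Bub1b*, *Cald1*, *Cxcl12*, *Egr1* (-1.88 to -1.01), *Ereg* (-1.73 to -0.56), *Fbxw15*, *Fbxw19* (-2.24 to -0.95), *Fbxw22*, *Fdft1* (-1.51 to -0.73), *Fst*, *Hsd3b1* (-2.36 to -1.05), *Hsd3b6*, *Hspa5* (-2.58 to -0.99), *Insig1*, *Jag1* (-2.16 to -0.97), *Kif20a*, *Krt8*, *Nlrp14* (-2.41 to -0.97), *Plk1* (-1.96 to -0.86), *Ptch1* (-1.31 to -0.62), *Slc7a11*, *Slc7a5*, *Star*, *Stk4*, *Taok1*, *Tbp*, *Tcf21*, *Tcl1b1*, *Tle5* (0.96 to 1.97) and *Wwc2*. Other named genes that moved by over 1.5 times were *Areg* (-0.52 to -0.23), *Atxn2l* (-3.97 to -1.80), *Btc* (-0.81 to -0.19), *Cdh1* (-1.73 to -0.90), *Emb* (-1.22 to -0.55), *Emp1* (-1.98 to -0.98), *Lhcgr* (0.32 to 0.92), *Mdm2* (-3.03 to -1.49), *Nlrp4a* (-2.55 to -1.31), *Nlrp4f* (-3.83 to -1.97), *Oas1c* (-2.03 to -0.52), *Pik3r1* (-2.05 to -0.74), *Plk2* (-1.59 to -0.78) and *Siah1b* (-1.27 to -0.53). Without Ad-eGFP replicate 3 the ERK1/2, cell cycle and ATF4 lists were not called; without Ad-eGFP replicate 2 the granulosa cell, steroidogenesis and actin lists were. With the replicate number as a block the granulosa cell (-0.28) and steroidogenesis (-0.31) lists were called. At the thresholds of the paper 741 probe sets were then higher and 1223 lower. Deviations of same-numbered arrays of the 2 groups correlated at 0.00, 0.27 and 0.09, and those of differently numbered ones at -0.21 to 0.15. These values do not settle whether the numbers pair the arrays. Of 1569 gene values over all settings 1303 kept direction and call, 225 lost the call and 25, of *Btc*, *Cited2*, *Emb*, *Lhcgr*, *Oas1c*, *Pik3r1* and *Siah1b*, gained it; of 487 list values 420 kept both. The cause was not tested. Signal over background limits the dim genes, *Yap1* and *Wwtr1* among them.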

Differences from the paper's values

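The paper's counts were 130 genes higher and 488 lower. At the same numerical thresholds 670 and 914 probe sets were called here, or 597 and 877 unique gene symbols, a count chosen after the data were examined. Log2 differences of the signals had a slope of 1.64 on the authors' deposited table, so a fold change of 1.5 is a looser cut here. Of the alternatives set before the data were examined, the authors' deposited table (137) came within 1.5 times the paper's count of higher genes and the others did not. For the lower genes, the authors' deposited table (502), the methods' t-test (380), the oocyte marker score as a covariate (679) and leaving out Ad-eGFP replicate 1 (625) or Ad-Cre replicate 2 (578) did, and the others did not.

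Over Table 1, 67 of the 68 log2 fold changes were further from 0 here, with a median ratio of 1.89 to the paper's. The difference in scale thus runs through the list. For 30 of the 68 genes of Table 1 the fold decrease differed by more than the replicate SD, a number that includes *Cited2* and depends on single arrays: it was 29, 51 and 22 without Ad-eGFP replicates 1, 2 and 3, and 50, 14 and 38 without Ad-Cre replicates 1, 2 and 3. Those that differ only then are not listed. The paper's values, each followed by the value here, were 1.51 and 2.26 for *Arhgap32*, 1.90 and 4.06 for *Arid5b*, 1.88 and 3.77 for *Arrdc3*, 1.59 and 2.96 for *Cblb*, 1.63 and 2.94 for *Efnb2*, 1.69 and 2.94 for *Emp1*, 2.25 and 5.42 for *Errfi1*, 1.95 and 3.53 for *Fam107b*, 1.75 and 2.88 for *Far1*, 1.56 and 2.02 for *Ggct*, 1.83 and 3.90 for *Igf2bp2*, 1.59 and 2.23 for *Il23a*, 2.02 and 5.36 for *Inhba*, 1.94 and 3.49 for *Kdr*, 1.54 and 2.31 for *Lrrc8c*, 1.53 and 1.99 for *Nlrp2*, 2.15 and 5.14 for *Oas1e*, 1.96 and 3.23 for *Osgin2*, 1.61 and 2.78 for *Phldb2*, 1.80 and 3.63 for *Plat*, 1.54 and 2.52 for *Plau*, 3.06 and 9.42 for *Ptgs2*, 1.51 and 2.30 for *Ptp4a1*, 1.72 and 2.88 for *Rnd3*, 1.99 and 5.14 for *Sfrp4*, 2.36 and 10.94 for *Slc7a8*, 2.00 and 2.66 for *Tiparp*, 2.27 and 5.01 for *Tnfaip6*, and 1.68 and 2.71 for *Zfp804a*. For *Cited2* the paper gives 2.00 and the signals 1.13, which is no estimate of a fold change, since it reached the upper limit on all 3 Ad-eGFP and 2 Ad-Cre arrays. The authors' deposited table holds the paper's value for all 30. With quantile normalization, the values of *Arrdc3*, *Cblb*, *Emp1*, *Phldb2*, *Plau* and *Ptp4a1* were within the SD of the paper's, and the others were not. With array quality weights, the values of *Emp1*, *Il23a* and *Zfp804a* were within the SD of the paper's, and the others were not. With the oocyte marker score as a covariate, the values of *Arid5b*, *Arrdc3*, *Efnb2*, *Errfi1*, *Far1*, *Ggct*, *Igf2bp2*, *Inhba*, *Kdr*, *Lrrc8c*, *Oas1e*, *Osgin2*, *Plat*, *Plau*, *Ptgs2*, *Ptp4a1*, *Rnd3*, *Sfrp4*, *Slc7a8*, *Tiparp* and *Tnfaip6* were within the SD of the paper's, and the others were not. With Ad-eGFP replicate 1 left out, the values of *Emp1*, *Phldb2*, *Ptp4a1*, *Rnd3* and *Zfp804a* were within the SD of the paper's, and the others were not. With Ad-eGFP replicate 2 left out, the values of *Emp1*, *Il23a* and *Zfp804a* were within the SD of the paper's, and the others were not. With Ad-eGFP replicate 3 left out, the values of *Arrdc3*, *Ggct*, *Igf2bp2*, *Oas1e*, *Osgin2*, *Plat*, *Plau*, *Sfrp4*, *Slc7a8*, *Tiparp* and *Tnfaip6* were within the SD of the paper's, and the others were not. With Ad-Cre replicate 2 left out, the values of *Arid5b*, *Arrdc3*, *Cblb*, *Emp1*, *Errfi1*, *Far1*, *Igf2bp2*, *Lrrc8c*, *Oas1e*, *Plau*, *Ptp4a1*, *Rnd3*, *Sfrp4*, *Slc7a8*, *Tiparp*, *Tnfaip6* and *Zfp804a* were within the SD of the paper's, and the others were not. With Ad-Cre replicate 3 left out, the values of *Efnb2* and *Il23a* were within the SD of the paper's, and the others were not. With centring on the array median, and with Ad-Cre replicate 1 left out, none of them was.

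The paper reports lower mRNA of *Yap1* and *Taz* after Ad-Cre, and lower *Lhcgr* with or without LH (Fig. 4A). On these arrays the log2 fold changes were 0.45 for *Yap1*, -0.05 for *Wwtr1* and 0.69 for *Lhcgr*, none past the thresholds in the main comparison. With the replicate number as a block, *Lhcgr* met them and was higher (unadjusted p = 0.040 from limma).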

Other observations

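The heat shock list was chosen after its values were seen. Of 24 heat shock genes, which encode chaperones and their partners, 13 were lower and 0 higher at the thresholds of the paper, 9 lower when adjusted over the list alone and 0 over all genes (limma). *Hsph1* had a log2 fold change of -3.33, *Hspa1a* one of -2.71 and *Hsp90aa1* one of -2.69 (SE 0.53, n = 3 in each group). Camera gave p = 1.69e-16 with its preset correlation and p = 0.0242 with an estimated one. Cumulus cell genes, also added, had a mean of 0.21 over 10 genes.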
